# Heme Oxygenase-1 at the Nexus of Endothelial Cell Fate Decision Under Oxidative Stress

**DOI:** 10.3389/fcell.2021.702974

**Published:** 2021-09-14

**Authors:** Sindhushree Raghunandan, Srinivasan Ramachandran, Eugene Ke, Yifei Miao, Ratnesh Lal, Zhen Bouman Chen, Shankar Subramaniam

**Keywords:** oxidative stress, heme oxygease-1, HUVEC, ROS, hydrogen peroxide, HMOX1

## Abstract

Endothelial cells (ECs) form the inner lining of blood vessels and are central to sensing chemical perturbations that can lead to oxidative stress. The degree of stress is correlated with divergent phenotypes such as quiescence, cell death, or senescence. Each possible cell fate is relevant for a different aspect of endothelial function, and hence, the regulation of cell fate decisions is critically important in maintaining vascular health. This study examined the oxidative stress response (OSR) in human ECs at the boundary of cell survival and death through longitudinal measurements, including cellular, gene expression, and perturbation measurements. 0.5 mM hydrogen peroxide (HP) produced significant oxidative stress, placed the cell at this junction, and provided a model to study the effectors of cell fate. The use of systematic perturbations and high-throughput measurements provide insights into multiple regimes of the stress response. Using a systems approach, we decipher molecular mechanisms across these regimes. Significantly, our study shows that heme oxygenase-1 (HMOX1) acts as a gatekeeper of cell fate decisions. Specifically, HP treatment of HMOX1 knockdown cells reversed the gene expression of about 51% of 2,892 differentially expressed genes when treated with HP alone, affecting a variety of cellular processes, including anti-oxidant response, inflammation, DNA injury and repair, cell cycle and growth, mitochondrial stress, metabolic stress, and autophagy. Further analysis revealed that these switched genes were highly enriched in three spatial locations viz., cell surface, mitochondria, and nucleus. In particular, it revealed the novel roles of HMOX1 on cell surface receptors EGFR and IGFR, mitochondrial ETCs (MTND3, MTATP6), and epigenetic regulation through chromatin modifiers (KDM6A, RBBP5, and PPM1D) and long non-coding RNA (lncRNAs) in orchestrating the cell fate at the boundary of cell survival and death. These novel aspects suggest that HMOX1 can influence transcriptional and epigenetic modulations to orchestrate OSR affecting cell fate decisions.

## Introduction

Endothelial dysfunction is a hallmark of many cardiovascular diseases and can be triggered by oxidative stress (He and Zuo, 2015; Gimbrone and García-Cardeña, 2016). Endothelial cells (ECs) undergo oxidative stress in the presence of excess reactive oxygen species (ROS) such as hydrogen peroxide (HP), superoxide, and hydroxyl radicals. Uncompensated oxidative stress can cause significant damage to cellular macromolecules, disrupt cellular signaling, and lead to multi-faceted endothelial dysfunction, ranging from imbalanced redox signaling, impaired nitric oxide bioavailability, pro-inflammatory response to cell cycle disruption, and cell death. Persistent endothelial dysfunction and the extravasation of lipoproteins and monocytes into the sub-endothelial space is the first in a series of steps that leads to the formation of atherosclerotic plaque and, subsequently, more serious cardiovascular events (Winn and Harlan, 2005; Huynh et al., 2011; Zhou et al., 2013).

The change in the activity of cell signaling pathways, gene expression, and proteins that directly or indirectly moderate the response to damage by ROS is known as the oxidative stress response (OSR). In ECs, this involves the coordinated efforts by multiple signaling pathways (e.g., ATM/p53, NFκB, NRF2/KEAP1, and PI3K/Akt, etc.; Liang et al., 2017) that initiate changes in the cell’s structure and function culminating in the final phenotype (i.e., return to homeostasis, apoptosis, necrosis, or senescence). When oxidative stress overwhelms the protective responses, apoptosis may be induced, resulting in increased endothelial permeability (Winn and Harlan, 2005; Huynh et al., 2011; Zhou et al., 2013). Caspase-dependent apoptosis involves ROS-mediated (Elmore, 2007) activation of death receptors (FAS, TRAIL, etc.), mitochondrial cytochrome c release, or cytotoxicity resulting in the degradation of DNA by endonucleases (Chandra et al., 2000). Alternatively, the resistance to cell death can be established by anti-apoptotic factors such as protective members of the BCL2 family or the Inhibitors of Apoptosis (IAP) family of proteins (Portt et al., 2011). If the resistance to apoptosis is accompanied by cell cycle arrest, ECs can enter a quiescent or senescent state (Toussaint et al., 2002; Chen et al., 2008; Kuilman et al., 2010; Salminen et al., 2011; Muñoz-Espín and Serrano, 2014). EC fate decisions are critically important for determining vascular phenotypes. Quiescent cell cycle arrest is established during physiological conditions (Yu et al., 2001). Apoptosis facilitates vascular development and remodeling (Dimmeler and Zeiher, 2000; Mallat and Tedgui, 2000). EC proliferation is induced during angiogenesis and vascular repair (Aydogan et al., 2015). Heterogeneity in cell fate decisions among neighboring ECs can disrupt the monolayer and result in dramatic consequences for vascular health and function. While signaling pathways involved in the OSR and cellular pathways involved in cell fate decisions are well defined, these results are based on static models across various cell types and stress conditions providing limited temporal endothelial-specific insight.

Heme oxygenase-1 (HMOX1), an anti-oxidant enzyme activated by oxidative stress, is a central regulator of endothelial function and cell fate. The protective role of HMOX1 has primarily been attributed to its enzymatic activity in regulating concentrations of heme, CO, Fe^2+^, and biliverdin, which influence inflammation, redox status, expression of monocyte adhesion factors, and proliferation of ECs (Balla et al., 1991, 1993; Yachie et al., 1999; Brouard et al., 2000, 2002; Soares et al., 2002, 2004; Silva et al., 2006; Kim et al., 2007; Seldon et al., 2007; Gozzelino et al., 2010; Romanoski et al., 2011). Non-enzymatic activities of HMOX1 have also been shown to regulate the redox status and the expression of transcription factors associated with the OSR (Hori et al., 2002; Lin et al., 2007; Dulak and Jozkowicz, 2014). While the activation of HMOX1 has been observed as early as 2 h post-stress (Reichard et al., 2007; Chan et al., 2011) and in late-stage disease models (Deshane et al., 2005), its role in the transition from early to late endothelial dysfunction has not been explored.

This study provides a systems level analysis of the OSR in human umbilical vein endothelial cells (HUVECs) treated with HP. Using high throughput time-series gene expression measurements, we have identified three phases of the stress response consistent with known hallmarks of vascular disease. Next, we identified key players at the nexus of cell function and dysfunction, and HMOX1 as a central regulator of this transition. Further examination and perturbation of the transition from the early stress response to the prolonged stress response demonstrates the role of HMOX1 as the gatekeeper of cell fate decisions. Finally, we explore novel mechanisms by which HMOX1 coordinates stress signals affecting multiple cellular locations, culminating in the final decision between survival and apoptosis.

## Materials and Methods

### Cell Culture

Pooled HUVECs were purchased from ATCC (PCS-100-013, Lot#60279032) and Cell Applications (200p-05n). HUVECs were cultured in vascular cell basal media supplemented with an EC growth kit from ATCC (PCS-100,041). Cells used in this study were between passages 4–7.

### Hydrogen Peroxide Induction

The HP stock solution (30% ACS grade, 9.79 M, and Thermo Fisher #7722-84-1) was diluted to 100 mM in ice-cold HBBS (10.22 μl HP mixed with 989.88 μl HBSS), and it was further diluted to 5 mM (10× working concentration) in HBBS on ice. These dilutions were made just before the induction and used immediately. HP’s relative volume to growth media is 10%, to achieve the final concentration of 0.5 mM. 0.5 mM HP has been used in previous studies to examine a wide range of endothelial phenotypes such as growth and proliferation (Safaeian et al., 2017), anti-oxidant capacity (Jeon et al., 2015), cell death (Ni et al., 2013), and endothelial membrane blebbing (Gorp et al., 1999). Though the bulk concentration is 0.5 mM, the estimated HP concentration per cell is about 50 nM or 0.17 ng based on the number of cells at the induction time. About 5,000 cells/well were seeded at a time “0” in 100 μl of growth media. The media was replaced after 24 h and further incubated till 36 h before induction. The cell-doubling time for HUVEC’s was about 36 h. Therefore, about 10,000 cells/well (96 well plates) were estimated to be there at induction time.

### siRNA Knockdown Experiments

ATCC HUVECs were cultured to 50–60% confluence before being transfected with Lipofectamine RNAimax (Thermo Fisher, CAT# 13778150). Then, 48 h after the transfection, cells were treated with HP. 6 h after HP’s addition, cells were collected for analysis (phase-contrast imaging, qPCR, RNA-Seq, or Mito Stress test). Each knockdown experiment included Scrambled-Untreated [hereafter scrambled not-treated (scrNT)], Scrambled-Treated [hereafter scrambled treated (scrHP)], and Knockdown-Treated groups (ex: siHMOX1+HP). siRNA was obtained from Qiagen.

**Table:** 

Gene	Target sequence	Accession number	Catalog number
*HMOX1*	CAGGCAATGG CCTAAACTTCA	NM_002133	SI00278053
*ATF3*	CTGGGTGGTA CCCAGGCTTTA	NM_001030287	SI04168318
Negative control	–	–	1022076; SI03650325

### Sample Preparation for RNA-Seq

#### Time-Course Experiment

Human umbilical vein endothelial cells were cultured to near confluence and treated with 0.5 mM HP in duplicate. Samples were collected at 0 (control), 1, 2, 4, 6, 8, 10-, 12-, 14-, and 16-h time points. Total RNA was purified and concentrated using the Zymo Quick-RNA mini prep and RNA Clean & Concentrator kits (Zymo Research, #R1054 and #1015). Samples were sequenced on the Illumina HiSeq system (at the Salk Institute for Biological Studies, La Jolla, CA, United States).

#### Knockdown Experiment

Human umbilical vein endothelial cells were cultured and transfected with scrambled control or si-HMOX1 according to the Lipofectamine RNAiMAX protocol (13778075; Thermo Fisher, Waltham, MA, United States). After induction with HP, total RNA was isolated in duplicate using the Zymo Direct-zol RNA Miniprep Kit (R2050). Samples were submitted to the UC San Diego Genomics Core for stranded mRNA library preparation and sequencing on the Illumina HiSeq4000 system. scrNT was compared against scrHP to test the effect of HP treatment. Similarly, scrHP was used as a control to test the effect of the HMOX1 knockdown under HP treatment.

#### RNA-Sequencing Analysis

Both sequencing datasets include 50 base-pair single-end reads. The quality of the reads was verified using FastQC (Andrews, 2010). Next, Omicsoft Sequence Aligner 2 (OSA2; Hu et al., 2012) was used to align the reads to the Human.B37.3 reference genome build using the Ensembl R66 gene model resulting in gene counts. DESeq2 was used for differential expression analysis (Love et al., 2014). After identifying differentially expressed genes (DEGs), additional *p*-value (*p* < 0.01) and fold-change (|fold-change| > 1.3) cutoffs were implemented. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (Kanehisa and Goto, 2000; Kanehisa et al., 2016, 2017), enrichment analysis was conducted using the DEGs list at each time point, assuming a hypergeometric distribution to calculate *p*-values. The enrichment of gene ontologies was also explored using DAVID (Huang et al., 2009). Transcription factor-target interactions were identified using the TRANSFAC database (Matys et al., 2006). Agglomerative hierarchical clustering was performed using the flashClust() function in R to cluster normalized gene counts (Langfelder and Horvath, 2012).

### Plate Assays

For the CCK8, Casp3/7, and GSH/GSSG plate assays, cells were seeded at ∼5,000 cells per well. Each assay included blank, negative, and positive controls (where applicable). Each plate assay had four technical replicates per dose. Fresh media was exchanged after 24 h, and cells were further incubated for 12 h before induction with different HP concentrations. For the CCK8, HUVECs were seeded in the black-walled, transparent bottom, 96-well plates (Greiner bio-one) in 100 μl of full growth media. For the Caspase Glo 3/7 and GSH/GSSG assays, HUVECs were seeded in the white-walled, opaque, 96-well plates (Greiner bio-one) in 100 μl of full growth media.

#### CCK-8 Assay

The CCK8 metabolic activity assay was used to measure dehydrogenase activity, a marker of cell metabolic activity. 10 μl of CCK-8 reagent (#CK04-11, Dojindo; Rockville, MD, United States) was added to each well at the end of 6, 12, 24, and 48 h of induction. Absorbance values were measured at 450 nm on the Tecan Safire M200 plate reader at 37°C. This experiment was repeated three times with four technical replicates per dose; the average blank value was subtracted from each treatment average and compared against a negative control (untreated cells) and expressed as percent toxicity. [*n* = 3 (P3–P5)].

#### Caspase-Glo 3/7 Assay

Caspase activity was measured with Caspase-Glo 3/7 reagent (G8090, Promega; Madison, WI, United States) 12 h after induction. Luminescence values were measured on the Tecan Safire M200 plate reader at RT and expressed as a percentage of the positive control (10 μM staurosporine). This experiment was repeated two times with four technical replicates for each dose [*n* = 2 (P5)].

#### GSH/GSSG-Glo Assay

GSH/GSSG-Glo kit (V6611, Promega; Madison, WI, United States) was used to assay the ratio of oxidized (GSSG) to reduced (GSH) glutathione. At the end of the induction time (12 h), 50 μl of Luciferin generating agent was added and incubated for 30 min at RT with intermittent shaking. Followed by 100 μl of luciferin detection reagent, luminescence was measured on the Tecan Safire M200 plate reader. This experiment included two independent experiments (*n* = 2) with three technical replicates per HP dose, along with vehicle control and no-cell control (blank). The average background measurement (from the blank) was subtracted from the average luminescence measurement for all other treatment groups and represented as a percentage of the untreated/vehicle control as per the manufacturer’s instructions.

#### Cell-Tox Green Assay

Cell toxicity was assayed with Cell-Tox reagent (G8742, Promega; Madison, WI, United States) at the end of 12 and 24 h of induction by microscopy. Inomycin (0.5 μM) was added to positive controls at the time of seeding. The assay reagent was added 30 min before the assay time and incubated at RT. Fluorescence was measured at 490 nm excitation and emission at 530 nm on the Olympus IX71 fluorescence microscope, three independent experiments (*n* = 3) with two technical replicates per HP dose.

#### Cell Cycle Analysis

Human umbilical vein endothelial cells were cultured and treated with 0 or 0.5 mM HP for 24 h. At the end of the treatment time, cell density was adjusted to 106 cells in 0.5 ml PBS and transferred to 4.5 ml of ice-cold ethanol overnight for fixing. Subsequently, the cell suspension was spun down (300 *g* at 4°C for 10 min), and ethanol was decanted. Next, the cell pellet was washed in 5 ml of PBS and incubated with 0⋅5 ml of staining solution (FxCycle PI-RNAse, LifeTechnologies) for 30 min in the dark before analyzing in the flow cytometer. Ten thousand events were collected for each sample, and their histograms were plotted for data visualization and analysis (*n* = 2). The percentage of cells in each phase with 0 and 0.5 mM treatment was compared using Student’s two-tailed *t*-test (*p* < 0.05 was considered significant).

#### Autophagy Assay

Cyto-ID (Enzo life sciences, United States) is an autophagy detection kit that selectively stains autophagic vacuoles without non-specific lysosome staining. HUVECs grown on glass-bottom dishes treated with 0 or 0.5 mM of HP for ≥24 h were stained with Cyto-ID as recommended by the manufacturer. After staining, cells were washed in wash buffer supplemented with 5% FBS and imaged in wash buffer. Autophagic vacuoles were imaged with excitation at 463 nm and emission at 534 nm (*n* = 2, each with two technical replicates per treatment condition).

#### Mitochondrial Network Integrity

HUVECs plated on glass-bottom Petri dishes (MatTek Corp.) at 5,000 cells/cm^2^ were allowed to reach 70% confluence before induction with 0 and 0.5, 0.6, and 0.7 mM HP for 12 and 24 h. Cells were stained with MitoTracker Deep Red FM dye (10 nM) mixed with Hoechst 33342 (0.75 μg/ml; LifeTechnologies, United States) in warm fresh media for 45 min at 37°C. Cells were washed in warm media and imaged in warm HBSS in an environment-controlled chamber on IX71 microscope. 3–5 random fields were chosen for 100x imaging. Acquisition parameters were optimized for control cells, and the same parameters were used for acquiring all treatment groups. 3D stacks (*X*, *Y*, and *Z*) for each channel (Blue and Red) were obtained and combined in Metamorph Imaging software. Images were analyzed in ImageJ software. To visualize the mitochondrial network, their distribution, and size, a high pass filter (edge detection) was applied, followed by the maximum intensity projection to determine the total intensity of the mitochondrial stain (*n* = 2 with two technical replicates per treatment condition).

#### Mitochondrial Membrane Potential Assay

Cells grown on glass-bottom dishes were treated with different HP concentrations for 12 h, subsequently incubated with 5 μM JC-1 (Biotium, United States) diluted in warm fresh media for 30 min at 37°C. After this, cells were gently washed with two volumes of fresh media two times- each for 3 min and imaged immediately on IX71 equipped with an environmental chamber. For JC-1 monomers and aggregates, excitation and emission wavelengths of 485/535 and 560/595 nm, respectively, were used. Mitochondrial membrane depolarization is indicated by green fluorescent monomers (unhealthy/apoptotic cells), and red fluorescent aggregates indicate healthy mitochondria. Ratios of monomers/aggregates (green/red ratio) indicate the overall health of mitochondria in the treatment group. Images were analyzed in ImageJ using a macro that automatically segments and quantifies green and red fluorescence. (*n* = 2 with two technical replicates per HP dose).

#### Quantitative PCR

RNA was isolated from cells using Trizol (Thermo Fisher, 15596018). Total RNA was reverse transcribed using the Clontech Prime Script RT Master Mix (RR036B) followed by qPCR with SYBR Green (Bio-Rad); qPCR was run Bio-Rad CFX-96 realtime system. Beta-Actin and GAPDH were used as the housekeeping genes (HKGs) when calculating the delta Ct values.

**Table:** 

Gene	Forward primer	Reverse primer
MT-ND3	GCGGCTTCGACCCTATATCC	AGGGCTCATGGTAGGGGTAA
MT-ATP6	TCCCTCTACACTTATCATCTTCAC	GACAGCGATTTCTAGGATAGTC
IGF1R	CCTGCACAACTCCATCTTCGTG	CGGTGATGTTGTAGGTGTCTGC
EGFR	TATGTCCTCATTGCCCTCAACA	CTGATGATCTGCAGGTTTTCCA
RBBP5	GTGGACCCTATTGCTGCCTTCT	CCATCAAGGAGGTTTGGACTGC
KDM6A	AGCGCAAAGGAGCCGTGGAAAA	GTCGTTCACCATTAGGACCTGC
PPM1D	GTGGTCATCATTCGGGGCAT	CATCCTTCGGGTCATCCTGAA
HMOX1	AAGACTGCGTTCCTGCTCAAC	AAAGCCCTACAGCAACTGTCG
ATF3	CCTCTGCGCTGGAATCAGTC	TTCTTTCTCGTCGCCTCTTTT
B-ACTIN	GCACCACACCTTCTACAATG	ATCACGATGCCAGTGGTAC
GAPDH	CTCCTCACAGTTGCCATGTA	GTTGAGCACAGGGTACTTTATTG

### Statistical Analysis and Plotting of qPCR Results

Delta-Delta-Ct calculations were carried out in Microsoft Excel: First, the average Ct values of each gene of interest (GoI) and the HKGs in each experimental condition were calculated. Then, Delta Ct (ΔCt) was determined by subtracting the average HKG Ct from the average GoI Ct values. Next, Delta-delta-Ct was calculated by subtracting the ΔCt values of scrNT sample from scrHP. Similarly, ΔCt values of scrHP were subtracted from siHMOX1+HP (siRNA knockdown of HMOX1 cells treated with HP). Finally, statistical comparisons and plotting were carried out in R (v. 4.0.5) using the “ggstatsplot” package (v. 0.8.0; Patil, 2021). This package determines the number of observations, validates their normality and variance, and carries out appropriate statistical tests and reports the type of test used, test statistic, *p*-value, bias-corrected effect size $\hat{g}$, 95% CI and number of observations. It also reports the likelihood ratio of the null hypothesis (H_0_) over the alternate hypothesis (H_1_) as log_e_ (Bayes Factor_01_). In addition, it determines the appropriate geometry for graphing the underlying data combined with statistical analysis in a single plot. Since the plots are relatively large, we are presenting them in the Supplementary Material.

#### Quantifying Mitochondrial Respiration (Seahorse Mito Stress Test XFe24)

Mitochondrial function was assessed using the Mito Stress Test (XFe24, Agilent). After 48 h of transfection, cells were trypsinized, resuspended, and plated into the XFe 24-well plate at a density of 30,000 cells/well. The cells were allowed to grow overnight before being treated with HP. 5 h after treatment, the cell culture media was removed and replaced with the Agilent base media (102353–100, Agilent; Santa Clara, CA, United States) supplemented with D-glucose (5.5 mM) and L-glutamine (0.68 mM) before being incubated in a non-CO_2_ incubator for 1 h. Oligomycin, FCCP, and Antimycin/Rotenone were loaded into ports A, B, and C, respectively, of the cartridge at the following concentrations: Oligomycin (1 μM), FCCP (2 μM), and Ant/Rot (0.5 μM). All oxygen consumption measurements were normalized by cell count or protein concentration (BCA Protein Quantification). This experiment was repeated three times (*n* = 3, P5–7). First, the non-mitochondrial oxygen consumption (average Rot/AA) is subtracted from the basal, oligomycin and FCCP average measurements to generate their corresponding adjusted parameters for each treatment group (scrNT, scrHP, and siHMOX1+HP). Then, mitochondrial function parameters were calculated as follows: ATP production = Adj. Basal – Adj. Oligo; Proton Leak = Adj. Oligo; Spare Capacity = Adj. FCCP – Adj. Basal. Statistical comparisons were made across scrNT vs. scrHP; and scrHP vs. siHMOX1+HP for various mitochondrial respiratory parameters, including spare capacity, ATP-linked mitochondrial respiration and proton leak. Again, a threshold of *p* < 0.05 was used to identify significant changes.

#### Quantitative Determination of Hydrogen Peroxide

The assay was carried out per the manufacturer’s (Enzo Catalog #: ADI-907-015) recommended protocol. Briefly, different endothelial culture media compositions [Basal media, Basal media + Growth factors, Basal media + Serum, Basal media + Growth factors + Serum (complete growth media), phosphate-buffered saline] were prepared. Fifty microliters of each of these samples were mixed with 50 μl of 200 μM HP provided in the kit and 100 μl of the color reagent. After mixing gently, sample absorbance at 550 nm was recorded at different time points (0, 10, 20, 30, 40, 50, and 60 min), and the average net absorbance is plotted after subtracting the blank from the measured values. A standard curve was generated with the standard solution provided in the kit before measuring the sample absorbance.

## Results

### Dose and Time-Dependent Response to Oxidative Stress in HUVECs

To study the cellular response to oxidative stress, specifically at the boundary of cell survival and death, we explored the mechanisms that follow HP-induced stress in HUVECs. We examined the dose-response of ECs using functional readouts such as metabolic activity, anti-oxidant capacity, caspase 3/7 activation, and cell toxicity to characterize different aspects of cellular response.

To determine the appropriate dose and time window to characterize the OSR, dose-response and time-series measurements were carried out using CCK-8 assay that measures cell metabolic capacity through intracellular dehydrogenase activity. Cell metabolic activity decreased across all time points with increasing HP dose and is reduced to 50% between 0.5 and 0.55 mM (Figure 1A). Doses beyond 0.6 mM drastically reduced their metabolic capacity. To verify that 0.5 mM establishes significant oxidative stress, the ratio of reduced to oxidized glutathione (GSH/GSSG), a specific measure of cellular anti-oxidant capacity, was measured at 12 h. It showed a reduced anti-oxidant capacity by 50% (Supplementary Figure 1A). Similarly, caspase3/7 assays showed a positive trend of a dose-dependent increase in activity up to 0.5 mM (Supplementary Figure 1B) with no caspase activity beyond 0.65 mM HP. Suggesting caspase-dependent cell death mechanisms at low doses and caspase-independent mechanisms at higher doses. In addition to damaging proteins and DNA, ROS also disrupts the integrity of lipid membranes. Cell toxicity was measured to ensure that the induction dose does not result in drastic cell death as it affects the quality of genomic material for gene expression studies. Cell-Tox green assay showed increasing toxicity (number of green cells) with dose. 24 h after induction, about 10% of cell death was observed (Figure 1B). Overall, these assays established that 0.5 mM HP induces significant oxidative stress and places the cell at the transition of cell function and dysfunction.

**FIGURE 1:**
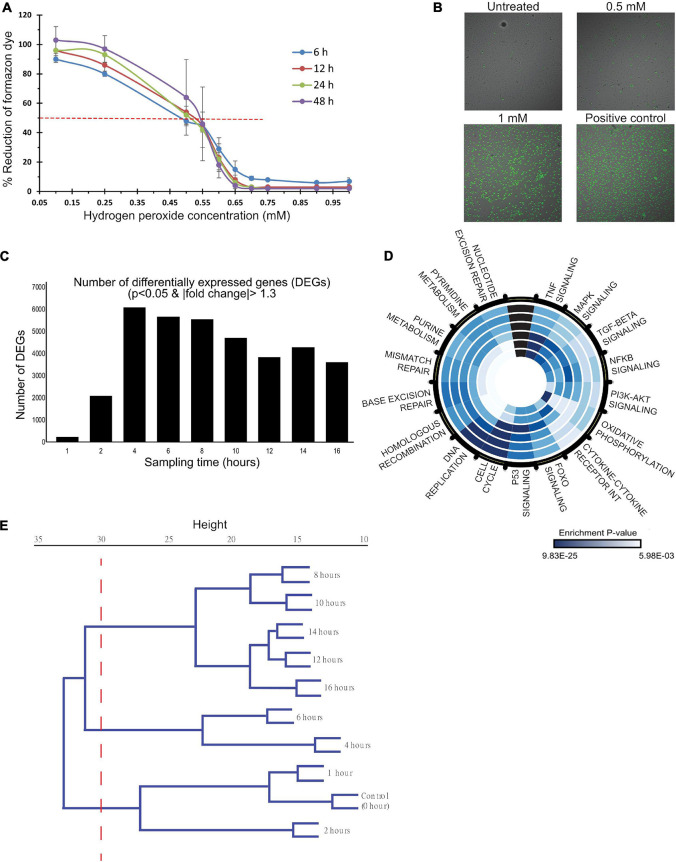
A dose- and time-dependent analysis of HP induced oxidative stress in HUVECs. **(A,B)** HUVECs were treated with 0–1 mM HP, and functional measurements were made to characterize the dose-dependent response to oxidative stress. **(C–E)** mRNA samples, collected at 0, 1, 2, 4, 6, 8, 10, 12, 14, and 16 h post-treatment (0.5 mM HP), were sequenced to characterize the time-dependent response to oxidative stress. **(A)** Dehydrogenase activity was measured as a proxy for cell metabolic capacity. Blank adjusted measurements are reported as a percentage of the negative control (untreated cells) at 6, 12, 24, and 48 h post-treatment. Three biological experiments (*n* = 3), each had four technical replicates. **(B)** Cyto-Tox Green assay: the amount of green staining is proportional to cytotoxicity. Scale bar: 20 μm. Three biological experiments (*n* = 3), each had two technical replicates. **(C)** The number of differentially expressed genes at each time point post-HP treatment to control (0 h); DE genes were identified by a *p*-value cutoff of 0.01 and a | fold-change| cutoff of 1.3. **(D)** Significantly enriched KEGG pathways. Each ring of the circle represents one time-point, where the inner-most ring represents 1 h, and the outer-most ring represents 16 h. Dark blue indicates highly significant *p*-values, whereas light blue represents less significant *p*-values. **(E)** Hierarchical clustering dendrogram of normalized gene counts from each time point.

To characterize the mechanisms at this transition, total RNA was collected at 0, 1, 2, 4, 6, 8, 10-, 12-, 14-, and 16-h post-treatment with 0.5 mM HP for RNA-sequencing. 

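HUVECs, primary endothelial cells of the human umbilical vein, were bought by the authors as pools. The RNA-seq data hold 2 libraries for each of the 10 time points, 20 in all, with the untreated cells at 0 h as the control. The authors aligned the reads with OSA2 and deposited the number of reads counted on each gene, without normalization. Between 13223097 and 22119013 reads per library were counted on genes, and the larger library of a pair held at most 1.52 times the counts of the smaller. Each time point was compared with 0 h in a single fit over all 20 libraries, by edgeR's quasi-likelihood test after TMM normalization. The 16259 genes kept by edgeR's filter on low counts were tested, and p-values were adjusted by the Benjamini-Hochberg method over these genes. Single genes were read against an adjusted p of 0.05, and each time point has n = 2. The paper describes cells treated in duplicate and does not state that the duplicates came from separate experiments. The p-values measure the spread between these duplicates, which may not cover that between experiments or donors. By the column names, the libraries of 0 to 6 h and those of 8 to 16 h were run in different lanes, so that no time point was measured in both.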

The number of DEGs at each time point is shown in Figure 1C. 

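At an unadjusted p under 0.01 and a fold change over 1.3 in either direction, 228 genes differed from 0 h at 1 h, 162 of them higher and 66 lower. The number was 2024 at 2 h and 5924 at 4 h, where 2860 were higher and 3064 lower. It was largest at 6 h, with 6103 genes, and then 5654 at 8 h, 4916 at 10 h, 3980 at 12 h, 4595 at 14 h and 3510 at 16 h. At a Benjamini-Hochberg adjusted p under 0.05 in the same edgeR test, without a limit on the fold change, 91 genes passed at 1 h, 7689 at 4 h, 7957 at 6 h and 4783 at 16 h. Among the alternatives of normalization, filter and test, leaving out the filter on low counts moved a count most relative to its size, to 529 genes at 1 h. The time point with the largest number depended on the fit. In fits of each pair of groups alone it was 4 h, with 5662 genes, against 5190 at 6 h and 5325 at 8 h. The balance of directions depended on the scaling. With no scaling factors, 41.8% of the genes called at 6 h were higher than at 0 h against 52.1% with TMM, and 63.5% against 52.5% at 12 h. Without scaling factors the median log2 fold change of all genes was 0.14 at 10 h and 0.13 at 12 h.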

There was a dramatic increase in the number of DEGs to ∼6,000 between 1 and 4 h, and it gradually decreased to ∼3,500 between 4 and 16 h. 

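The spread within each pair of libraries was measured by a chi-square per degree of freedom over all rows with at least 20 counts in the pair, where 1 is what counting alone gives. In the time course it ranged from 3.45 at 16 h to 12.6 at 10 h. In the knockdown experiment it was 2.57 for the siHMOX1+HP pair, 3.36 for the scrHP pair and 82.2 for the scrNT pair. Over protein-coding rows without the mitochondrially encoded ones, the scrNT pair came to 4.98, inside the range of 2.10 to 13.1 of the other 12 pairs. In scrNT 2, rows absent from the current annotation took 5.8% of the counts, against 0.883% in scrNT 1.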

Summary of data quality and the exact number of reads sequenced per sample, and the uniquely mapped alignment percentage are summarized in Supplementary Figure 2.

Kyoto Encyclopedia of Genes and Genomes pathway enrichment was carried out to identify the significant processes across the time course (Figure 1D). Early time-points (<4 h) were enriched for TNFα, MAPK, TGFβ, NFκB, PI3K/Akt, and FOXO signaling along with pathways related to cytokine-cytokine receptor interaction and oxidative phosphorylation. At 4 h, p53 signaling was maximally enriched. From 4 to 16 h, cell cycle pathways, DNA replication, and DNA repair were enriched.

Hierarchical clustering of the normalized gene counts identified distinct phases of the OSR (Figure 1E). At a tree height cutoff of ∼30, three distinct clusters emerged: 0–2 h defined the “early” cluster, 4–6 h formed the “mid/transitional” cluster, and 8–16 h formed the “late” cluster. 

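The libraries were clustered on their log2 CPM over the 16259 genes, by Euclidean distance with complete linkage, and the tree was divided into 3 clusters. The clusters held 0 to 2 h, 4 to 8 h, and 10 to 16 h, with both libraries of each time point together. By these clusters 18 of the 20 libraries fell into the paper's 3 phases, and the 2 libraries of 8 h did not. Average linkage, and complete linkage on 1 minus the Pearson correlation, placed all 20 libraries in the paper's phases. Ward linkage gave 18. Clustering on the genes with the largest variance alone gave 14, with clusters of 0 to 1 h, 2 to 10 h and 12 to 16 h. The leading principal component held 31.4% of the variance and the next 24.7%. The change of sequencing lane falls between 6 h and 8 h, so that each comparison of 8 to 16 h with 0 h is also one between lanes. The step from 6 h to 8 h, across lanes, changed 1995 genes, against 3238 from 4 h to 6 h and 1679 from 8 h to 10 h within lanes. From the clusters, the paper reasons that the response has early, mid/transitional and late phases.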

Additional functional analyses showed a trend of decreased and increased cell populations in the S phase and G2/M phases, respectively (Supplementary Figures 3A,B). Also, there was an increase in autophagic vacuoles to HP treatment (Supplementary Figure 3C). Mitochondrial analysis showed a trend of increase in membrane depolarization, decrease, and disintegration of its extended network into small fragments upon HP treatment (Supplementary Figures 3D–F).

Taken together, the dose- and time-series response to oxidative stress (Figure 1) suggest a nexus between cell function and dysfunction, and it is characterized by three distinct phases (early, mid, and late). The activation of classical OSR in the early phase is later accompanied by cell cycle regulation, DNA replication, and DNA repair pathways.

### A Temporal Model of the Oxidative Stress Response in Endothelial Cells

Significantly enriched genes and pathways (*p* < 0.05) were identified from the time-series gene expression measurements and used to construct a temporal model of the OSR (Figure 2). The direction of the pathway and gene regulation is specified: blue indicates down-regulation, and red indicates up-regulation (the exact fold-change and *p*-values are summarized in Supplementary Figure 4). 

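The 3 largest decreases at 1 h, among genes past the adjusted p threshold with a mean log2 CPM of at least 1 and no overlap between the pairs of libraries, were in MT-TC, MT-TY and ENSG00000240369, a row without a current annotation. The mitochondrial tRNA gene MT-TC had a log2 fold change of -3.30 (standard error 0.30, edgeR adjusted p = 3.56e-06), and MT-TY had -3.02 (standard error 0.28, edgeR adjusted p = 4.48e-06). For ENSG00000240369 it was -2.55 (standard error 0.31, edgeR adjusted p = 0.000127). The 3 largest increases were in the transcription factor genes FOSB and KLF4 and in IQCN. IQCN had 1 and 3 counts at 0 h against 58 and 31 at 1 h, so that it was at least 10-fold higher. Among the genes of growth arrest and apoptosis named in the study, GADD45A, DDIT3 and NR4A1 were higher at 1 h. DDIT3 had a log2 fold change of 1.77, and GADD45A had 0.60 (standard error 0.11, edgeR adjusted p = 0.00967). CDKN1A had 0.31 (standard error 0.082, edgeR adjusted p = 0.199), and it passed the threshold when the filter on low counts was left out and when adjusted over the list of cell cycle inhibitors alone. GADD45A lost its call when only the 1 h and 0 h libraries were fitted. FAS and BAX, with log2 fold changes of 0.04 (edgeR adjusted p = 1) and 0.07 (edgeR adjusted p = 1), showed no detectable change at this depth.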

In the first hour, we observed gene expression changes associated with mitochondrial damage and p53 activation. Mitochondrial damage was characterized by the consistent downregulation of key mitochondrial transcripts associated with the electron transport chain (ETC) subunits and ATP synthase from 1 to 16 h. 

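Of 9 mitochondrially encoded mRNAs listed in Figure 2, 7 were lower than at 0 h at 1 h, 4 at 2 h and all 9 at each time point from 4 h to 16 h, at an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 9 were lower at 1 h and 4 at 2 h. Because the paper chose its lists of genes from these libraries, such counts are not independent evidence, here and for the lists at the other processes. Over all 13 mitochondrially encoded mRNAs the number was 9 at 1 h, 6 at 2 h and 13 from 4 h on. MT-ND6 had a log2 fold change of -1.63 (standard error 0.18, edgeR adjusted p = 4.43e-05) at 1 h and -2.52 at 16 h. MT-CO3 fell further with time, from -0.61 at 1 h to -3.08 (standard error 0.12, edgeR adjusted p = 9.92e-13) at 14 h. For MT-ATP6 the value at 1 h was -0.50 (standard error 0.12, edgeR adjusted p = 0.0726), which passed the threshold with DESeq2's Wald test, in a fit of the pair of groups alone and without the filter on low counts. At 16 h it was -2.16 (standard error 0.12, edgeR adjusted p = 2.58e-10). The mRNAs of MT-ATP8 and MT-ATP6 overlap, as do those of MT-ND4L and MT-ND4, and copies of mitochondrial sequence lie in the nuclear genome, so that reads of these genes may have been split or shared.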

At 2 h, potent cell cycle inhibitors [CDKN1A (p21) and GADD45A] were up-regulated and remained up-regulated until 16 h. 

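CDKN1A had a log2 fold change of 1.57 (standard error 0.084, edgeR adjusted p = 7.8e-10) at 2 h and rose to 3.71 (standard error 0.090, edgeR adjusted p = 2.17e-14) at 6 h. At 16 h it was 2.17 (standard error 0.085, edgeR adjusted p = 6.6e-12). The values of GADD45A were 1.69 (standard error 0.11, edgeR adjusted p = 7.68e-09) at 2 h, 3.51 (standard error 0.11, edgeR adjusted p = 1.06e-12) at 6 h and 1.67 (standard error 0.11, edgeR adjusted p = 1.58e-09) at 16 h. From 2 h on, both genes passed the threshold at every time point.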

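Of the 10 cell cycle genes in Figure 2, 8 were lower than at 0 h at 4 h, 10 at 6 h and at 8 h, and 9 at each time point from 10 h to 16 h, at an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, the number was 9 at 4 h and did not change from 6 h on. None was higher at any time point. The mRNA of CCNB1 had a log2 fold change of -1.94 (standard error 0.075, edgeR adjusted p = 3.61e-12) at 4 h and -3.43 (standard error 0.082, edgeR adjusted p = 1.64e-14) at 14 h, and of -2.68 at 16 h. CDK1 fell from -0.35 (standard error 0.12, edgeR adjusted p = 0.0188) at 4 h to -3.56 (standard error 0.14, edgeR adjusted p = 1.5e-12) at 14 h. ANAPC4 took another course, with -1.40 (standard error 0.18, edgeR adjusted p = 6.44e-06) at 6 h and -0.14 (standard error 0.16, edgeR adjusted p = 0.571) at 16 h.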

Further, a strong down-regulation of cell cycle genes (cyclins, CDKs, etc.) was observed from 4 to 16 h. 

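Among 29 genes of DNA replication and repair in Figure 2, 14 were lower and 1 higher at 4 h, at an adjusted p under 0.05 over all genes tested, against 24 lower at 6 h, 28 at 8 h and 29 at 10 h. From 12 h to 16 h the number was 27 at each time point. Adjusted over the list alone, 17 genes differed at 4 h, 25 at 6 h and 27 at 16 h. POLE2 fell from a log2 fold change of -0.76 (standard error 0.17, edgeR adjusted p = 0.00125) at 4 h to -2.74 (standard error 0.20, edgeR adjusted p = 5.12e-09) at 10 h. The gene that was higher at 4 h was MCM7, with 0.25 (standard error 0.084, edgeR adjusted p = 0.0218). That call was lost with no scaling factors and without the filter on low counts. At 16 h MCM7 had -1.97 (standard error 0.088, edgeR adjusted p = 1.91e-11).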

Interestingly, DNA replication and repair genes were also strongly down-regulated from 4 to 16 h.

**FIGURE 2:**
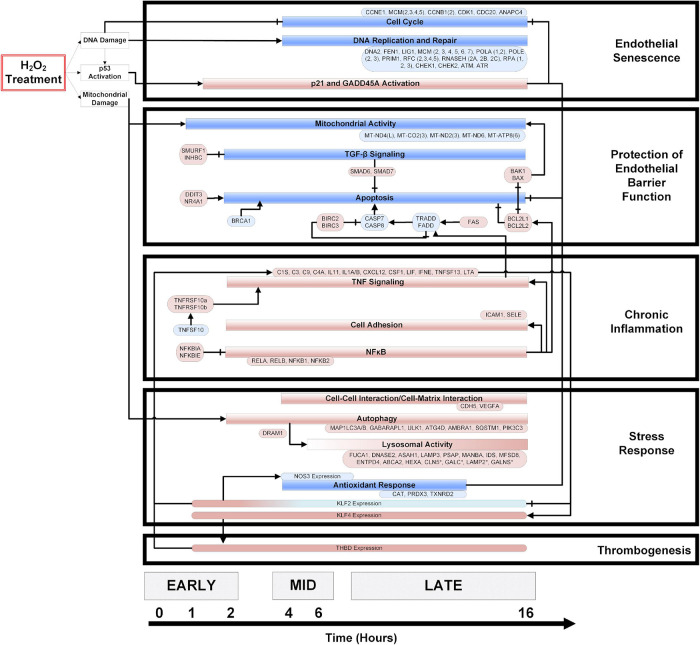
A temporal model of HP induced oxidative stress in HUVECs. HUVECs treated with 0.5 mM HP in duplicate, and mRNA samples (from 0 to 16 h) were sequenced. Significantly regulated genes and cellular processes (*p* < 0.05) were used to construct a temporal model depicting oxidative stress response time-course. The boxes colored in blue and red represent down- and up-regulated genes or processes, respectively. The axis at the bottom of the figure indicates the time at which various processes become significantly regulated. An arrowhead depicts positive regulation, and a flat line indicates negative regulation. Vascular phenotypes associated with each group of genes/processes (i.e., endothelial senescence, protection of endothelial barrier function, chronic inflammation, stress response, and thrombogenesis) are indicated to the right of the temporal model. The log_2_ (fold-change) values for the genes specified in this model are summarized in the Supplementary Figure 3.

We observed a balance between pro-and anti-apoptotic gene programs. 

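BIRC2 rose to a log2 fold change of 1.33 (standard error 0.12, edgeR adjusted p = 7.8e-08) at 4 h and came to 0.26 (standard error 0.12, edgeR adjusted p = 0.118) at 16 h, which passed the threshold in a fit of the pair of groups alone and without the filter on low counts. BIRC3 was higher at 2 h, by 2.17 (standard error 0.26, edgeR adjusted p = 1.27e-05), and reached 4.20 (standard error 0.23, edgeR adjusted p = 2.92e-10) at 8 h. At 16 h it was still 1.48 (standard error 0.27, edgeR adjusted p = 0.000483).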

The resistance to apoptosis is maintained by strong upregulation of the IAP family members BIRC2 and BIRC3. 

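BCL2L1 had log2 fold changes of -0.21 (standard error 0.086, edgeR adjusted p = 0.121) at 2 h, 0.61 (standard error 0.085, edgeR adjusted p = 1.42e-05) at 4 h and 0.64 (standard error 0.085, edgeR adjusted p = 1.83e-05) at 16 h. For BCL2L2 the values were 0.87 (standard error 0.098, edgeR adjusted p = 1.2e-06) at 4 h and 0.29 (standard error 0.099, edgeR adjusted p = 0.037) at 16 h, and the call at 16 h was lost with DESeq2's Wald test and without the filter on low counts. BRCA1 was at -0.06 at 4 h and fell to -1.94 (standard error 0.14, edgeR adjusted p = 3.55e-09) at 10 h. CASP8 was lower at 6 h, with -0.90 (standard error 0.14, edgeR adjusted p = 5.6e-05), and had 0.19 (standard error 0.13, edgeR adjusted p = 0.286) at 12 h. TRADD went from -0.67 (standard error 0.16, edgeR adjusted p = 0.00171) at 6 h to 0.30 (standard error 0.14, edgeR adjusted p = 0.124) at 16 h. FADD had -0.76 (standard error 0.12, edgeR adjusted p = 5.28e-05) at 4 h and -0.40 (standard error 0.12, edgeR adjusted p = 0.0146) at 16 h.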

Anti-apoptotic BCL family members BCL2L1 and BCL2L2 were also strongly up-regulated, and pro-apoptotic factors such as BRCA1, CASP8, and Caspase inducing TRADD and FADD were down-regulated across time. 

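SMAD6 reached a log2 fold change of 4.72 (standard error 0.20, edgeR adjusted p = 1.26e-11) at 4 h. It was 0.56 (standard error 0.24, edgeR adjusted p = 0.0723) at 8 h, which passed the threshold without the filter on low counts and adjusted over its list alone, and -0.95 (standard error 0.28, edgeR adjusted p = 0.012) at 10 h. SMAD7 was higher from 1 h to 14 h, with 4.74 (standard error 0.22, edgeR adjusted p = 2.42e-10) at 2 h and 1.73 (standard error 0.26, edgeR adjusted p = 5.03e-05) at 14 h. At 16 h its value was 0.27 (standard error 0.31, edgeR adjusted p = 0.564).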

Finally, the upregulation of TGFβ family members SMAD6 and SMAD7 also supported the resistance to apoptosis. On the other hand, pro-apoptotic factors such as FAS, CHOP, NR4A1, BAK1, and BAX were strongly up-regulated across the time course (Figure 2).

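FAS had log2 fold changes of 0.92 (standard error 0.15, edgeR adjusted p = 0.000477) at 2 h, 3.35 (standard error 0.14, edgeR adjusted p = 1.69e-11) at 8 h and 2.06 at 16 h. DDIT3, which encodes CHOP, was already higher at 1 h, by 1.77 (standard error 0.17, edgeR adjusted p = 1.01e-05), and had 4.26 (standard error 0.17, edgeR adjusted p = 3.84e-12) at 4 h and 1.74 at 16 h. NR4A1 was 4.45 (standard error 0.27, edgeR adjusted p = 2.83e-09) at 2 h and 1.05 (standard error 0.31, edgeR adjusted p = 0.0164) at 16 h. BAK1 moved down before it rose, with -0.39 (standard error 0.12, edgeR adjusted p = 0.0368) at 2 h, 0.05 (standard error 0.12, edgeR adjusted p = 0.756) at 4 h and 0.99 (standard error 0.12, edgeR adjusted p = 2.26e-06) at 8 h. BAX had 0.17 (standard error 0.086, edgeR adjusted p = 0.226) at 2 h, 0.73 (standard error 0.086, edgeR adjusted p = 2.27e-06) at 4 h and 0.22 (standard error 0.086, edgeR adjusted p = 0.051) at 14 h, where it passed the threshold with no scaling factors, in a fit of the pair of groups alone and adjusted over its list alone.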

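Of the 15 inflammatory genes in Figure 2, 14 had enough counts to be tested. At an adjusted p under 0.05 over all genes tested, none was higher than at 0 h at 1 h, 12 were at 2 h, 14 at 4 h and 6 h, 9 at 12 h and 14 h, and 6 at 16 h, and none was lower. Adjusted over the list alone, 10 passed at 12 h and 8 at 16 h. The NFκB subunit gene RELB had a log2 fold change of 2.30 (standard error 0.15, edgeR adjusted p = 2.03e-09) at 6 h. RELA had 0.18 (standard error 0.10, edgeR adjusted p = 0.287) at 2 h, 0.67 (standard error 0.10, edgeR adjusted p = 3.61e-05) at 6 h and 0.12 (standard error 0.10, edgeR adjusted p = 0.423) at 16 h. NFKB1 was -0.11 (edgeR adjusted p = 0.431) at 2 h, 0.67 (standard error 0.082, edgeR adjusted p = 3.45e-06) at 6 h and -0.02 (edgeR adjusted p = 0.913) at 16 h, where its sign changed with no scaling factors and without the filter on low counts. Both passed the threshold at 6, 8 and 10 h. With no scaling factors RELA also passed at 12 h and NFKB1 at 14 h, where NFKB1 also passed adjusted over its list alone.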

Pro-inflammatory processes such as NFκB signaling and expression of cytokines and chemokines were up-regulated from 2 to 16 h. 

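NFKBIA had a log2 fold change of 0.65 (standard error 0.087, edgeR adjusted p = 0.000442) at 1 h, 1.52 (standard error 0.087, edgeR adjusted p = 4.32e-10) at 6 h and 0.79 (standard error 0.087, edgeR adjusted p = 1.84e-06) at 16 h, and passed the threshold at every time point. NFKBIB was higher from 4 h to 10 h, with 0.60 (standard error 0.12, edgeR adjusted p = 0.000422) at 8 h. At 16 h it was -0.09 (standard error 0.12, edgeR adjusted p = 0.597).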

Interestingly, inhibitors of NFκB (NFKBIA, NFKBIB) are also up-regulated across the time course. In addition, ICAM1, known to recruit and facilitate pro-inflammatory monocyte extravasation, was up-regulated from 2 to 16 h.

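The log2 fold change of ICAM1 was 0.16 (standard error 0.17, edgeR adjusted p = 1) at 1 h, 1.24 (standard error 0.16, edgeR adjusted p = 3.2e-05) at 2 h, 2.13 (standard error 0.16, edgeR adjusted p = 6.44e-09) at 14 h and 1.10 (standard error 0.16, edgeR adjusted p = 4.88e-05) at 16 h.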

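NFE2L2, which encodes NRF2, had a log2 fold change of 0.29 (standard error 0.073, edgeR adjusted p = 0.0118) at 2 h and 1.07 (standard error 0.073, edgeR adjusted p = 3.09e-09) at 4 h. It was 0.15 (standard error 0.073, edgeR adjusted p = 0.115) at 10 h, where it passed the threshold with no scaling factors, 0.41 (standard error 0.073, edgeR adjusted p = 0.000213) at 14 h and 0.12 (standard error 0.073, edgeR adjusted p = 0.255) at 16 h.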

NFE2L2, a critical transcription factor involved in the OSR, is up-regulated from 2 to 8 h and again at 12–14 h. Key autophagy proteins such as LC3A and PIK3C3 were up-regulated from 2 to 16 h, while other autophagic proteins such as ATG4C were down-regulated from 4 to 10 h. 

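MAP1LC3A, which encodes LC3A, had a log2 fold change of -0.002 (standard error 0.20, edgeR adjusted p = 0.999) at 2 h, 0.66 (standard error 0.19, edgeR adjusted p = 0.0086) at 4 h and 0.92 (standard error 0.19, edgeR adjusted p = 0.00121) at 16 h. Its sign at 2 h changed with no scaling factors, without the filter on low counts and in a fit of the pair of groups alone. PIK3C3 was at -0.30 (standard error 0.092, edgeR adjusted p = 0.0382) at 2 h, -0.03 (standard error 0.091, edgeR adjusted p = 0.794) at 4 h and 0.75 (standard error 0.090, edgeR adjusted p = 2.71e-06) at 8 h. Its call at 2 h was lost with no scaling factors, without the filter, in the fit of the pair of groups and with DESeq2's Wald test. ATG4C was lower at 4 h, with -0.64 (standard error 0.18, edgeR adjusted p = 0.00746), and at 6 h, with -1.81 (standard error 0.20, edgeR adjusted p = 1.32e-06). It also passed the threshold at 14 h, with -0.49 (standard error 0.18, edgeR adjusted p = 0.0399), a call that was lost with no scaling factors and with DESeq2's Wald test.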

Lysosomal activity increased over time, with a majority of lysosome hydrolases being up-regulated at 16 h.

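At 16 h, 15 of the 15 lysosomal genes in Figure 2 were higher than at 0 h, at an adjusted p under 0.05 over all genes tested and also adjusted over the list alone. The number was 1 at 2 h, 8 at 4 h, 5 at 6 h, 11 at 12 h and 10 at 14 h (13 adjusted over the list alone), and none was lower. The log2 fold change of FUCA1 at 16 h was 1.79 (standard error 0.17, edgeR adjusted p = 3.15e-07).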

### HMOX1: A Key Regulator

Since the phenotype switch occurred from 4 to 6 h as indicated by the hierarchical clustering and functional analysis, transcription factors induced in the first hour that may facilitate the switch from 4 to 6 h were identified. Of the top ten transcription factors that were up-regulated, four were JUN family transcription factors: FOSB, ATF3, FOS, and JUNB (Figure 3A). 

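All 10 transcription factor genes in Figure 3A were higher at 1 h and at 2 h, at an adjusted p under 0.05 over all genes tested and also adjusted over the list alone. By 16 h, 2 were higher and 1 was lower. At 1 h FOSB had a log2 fold change of 6.09 (standard error 0.33, edgeR adjusted p = 7.05e-09), from 2.05 and 0.91 CPM at 0 h, and KLF4 had 4.98 (standard error 0.27, edgeR adjusted p = 7.05e-09), from 1.59 and 1.03 CPM. ATF3 had 3.81 (standard error 0.23, edgeR adjusted p = 2.85e-08), FOS 3.15 (standard error 0.23, edgeR adjusted p = 2.72e-07) and JUNB 2.25 (standard error 0.17, edgeR adjusted p = 2.93e-07). FOS was then lower than at 0 h from 4 h on, with -1.44 (standard error 0.28, edgeR adjusted p = 0.000425) at 6 h.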

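The 10 genes shown in Figure 3B were all higher than at 0 h at each time point from 2 h to 14 h, at an adjusted p under 0.05 over all genes tested. At 1 h 4 of them were higher, and at 16 h 8, or 9 adjusted over the list alone. Averaged over the 9 time points, the log2 fold change was 4.07 for ATF3, 3.59 for IL11, 3.13 for PTGS2, 3.05 for VIP and 3.02 for COL7A1. HMOX1 came after these with 2.79, and the lowest average was 2.27, for SESN2. HMOX1, listed as ENSG00000100292, had 0.20 (standard error 0.13, edgeR adjusted p = 1) at 1 h, 2.36 (standard error 0.14, edgeR adjusted p = 2.15e-09) at 2 h, 4.09 (standard error 0.14, edgeR adjusted p = 2.17e-12) at 6 h and 2.66 (standard error 0.14, edgeR adjusted p = 1.11e-10) at 16 h. The TRANSFAC list behind the ranking was not used here.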

To explore the mechanistic consequence of JUN activation, the top ten up-regulated JUN family targets were identified using the TRANSFAC database (Matys et al., 2006; Figure 3B). From this list, two gene candidates (i.e., HMOX1 and ATF3) were selected based on the following criteria: (1) their involvement with the regulation of oxidative stress-related processes (Han et al., 2008; Yoshida et al., 2008; Gozzelino et al., 2010; Tanaka et al., 2011) and (2) association with endothelial apoptosis (Kawauchi et al., 2002; Soares et al., 2002). Additionally, it is important to note that the role of HMOX1 and ATF3 in the transition from acute to chronic stress response has not been explored. The knockdown experiments included three treatment groups: (1) scrNT, (2) scrHP, and (3) knockdown-treated. We observed no significant differences in cell count between the scrambled siRNA and siHMOX1 transfected cells prior to the addition of HP (Figure 3C). Statistical analysis of HMOX1 and ATF3 knockdown in HP treatment is shown in Supplementary Figure 5. Both HMOX1 and ATF3 showed significant *p*-values (0.002 and 0.01), very strong bias adjusted effect size $\hat{g}$ (4.84 and 4.39) and strong evidence for the alternate hypothesis (Bayes factor), log_e_(BF_01_; −3.64 and −3.31), respectively. The comparison of scrHP vs. scrNT displays the effect of the HP treatment; we observed a decrease in cell count and a change in cell morphology. Comparing the scrHP with each knockdown +HP group revealed that the greatest change in cell count and morphology occurred with HMOX1 knockdown.

**FIGURE 3:**
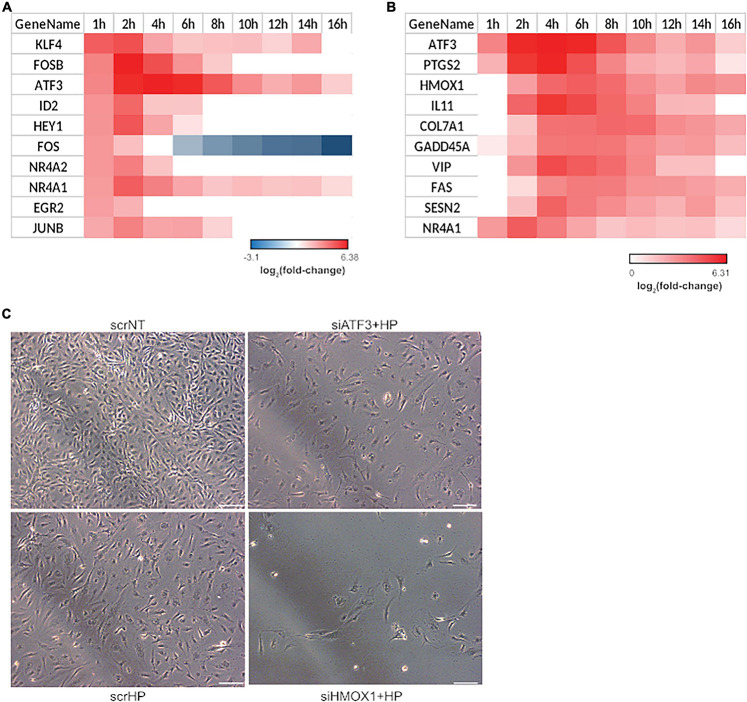
HMOX1 is a key regulator of cell fate in HUVECs upon HP treatment. Significant transcription factor-target interactions were identified to determine key gatekeepers of cell fate and function. **(A)** Top 10 up-regulated transcription factors at 1-h post HP treatment. **(B)** The top 10 up-regulated gene targets of JUN family transcription factors. All JUN targets differentially expressed at least one-time points were identified and ranked by average fold-change across all time points. **(C)** Two genes were selected from **(B)** for a siRNA screen experiment: ATF3 and HMOX1. After 48 h of transfection and 6 h of HP treatment, HUVECs were imaged using phase-contrast microscopy (the images shown are the representative images taken from 3 repeats of the experiment; scale bars indicate 100 μm).

### HMOX1: A Global Regulator of Cell Function

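HMOX1, the target of the siRNA, had 3495 and 2302 counts in the scrNT libraries, 20186 and 39547 in the scrHP libraries and 4266 and 4187 in the siHMOX1+HP libraries. Normalized for library size by TMM, this was 159 and 176 CPM in scrNT, 1380 and 1510 CPM in scrHP, and 175 and 180 CPM in siHMOX1+HP. The log2 fold change of HMOX1 was 3.11 (standard error 0.068, edgeR adjusted p = 4.26e-07) in scrHP against scrNT and -3.03 (standard error 0.067, edgeR adjusted p = 9.43e-07) in siHMOX1+HP against scrHP, a loss of 87.7%. In siHMOX1+HP against scrNT it was 0.08 (standard error 0.063, edgeR adjusted p = 0.291), so that the level with siRNA and HP did not detectably differ from that of cells without HP. The 6 libraries are 2 each of HUVECs transfected with scrambled siRNA without HP (scrNT), with scrambled siRNA and HP (scrHP), and with siRNA against HMOX1 and HP (siHMOX1+HP). No group with siRNA against HMOX1 and no HP was among them. The paper lists a single siRNA sequence against HMOX1. The authors made the gene counts in the same way as for the time course and deposited them without normalization. Between 13570458 and 25821827 reads per library were counted. The 3 groups were compared in a fit of their own by edgeR, over the 15820 genes that passed its filter on low counts. Each group has n = 2. The paper states that RNA was isolated in duplicate, so that the p-values have the same limit as in the time course. The time course and the knockdown experiment were sequenced at different sites and share no library.

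**Figure D1:**
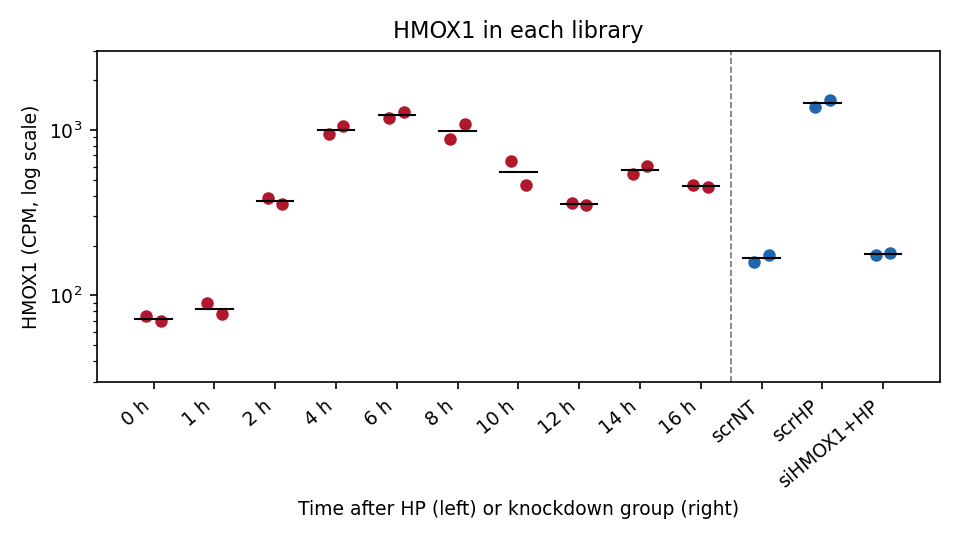
HMOX1 in each library, in CPM on a log scale, for the time points after HP on the left and the knockdown groups on the right. Points are libraries and lines are the means of pairs. The 2 scrHP libraries lie at 1380 and 1510 CPM, above the scrNT and siHMOX1+HP libraries, which lie between 159 and 180 CPM.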

The global role of HMOX1 in orchestrating the OSR in the transitional regime between early and late stress was examined by transcriptomic analysis. Measurement of HMOX1 expression upon HP treatment by qPCR between scrNT and scrHP showed ∼fourfold induction, while comparison between scrHP and siHMOX1+HP showed knockdown efficiency (∼80%). 

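At an unadjusted p under 0.01 and a fold change over 1.3, 3389 of the 15820 genes tested differed between scrHP and scrNT, 1979 higher and 1410 lower with HP. Between siHMOX1+HP and scrHP 4767 genes differed, 1914 higher and 2853 lower after the knockdown. The comparison of siHMOX1+HP with scrNT gave 6201 genes. Among the alternatives of normalization, filter and test, leaving out the filter on low counts moved the counts most, to 4126 for HP and 5543 for the knockdown. The balance of directions depended on the scaling. After the knockdown 2173 genes were higher and 2571 lower with DESeq2's size factors, and 1826 and 3019 with no scaling factors. With HP 1942 were higher and 1462 lower with DESeq2's size factors, and 2222 and 1171 with no scaling factors. In a fit of protein-coding rows without the mitochondrially encoded ones, an alternative chosen after the difference within the scrNT pair was seen, the numbers were 3250 and 4623 of 13009 tested, against 3046 and 4340 of the protein-coding genes in the fit of all rows. Among genes past an adjusted p of 0.05 with a mean log2 CPM of at least 1 and no overlap between the pairs, RRAD, HSPA6 and HSPA7 rose most with HP. RRAD had a log2 fold change of 7.08 (standard error 0.23, edgeR adjusted p = 1.97e-06), from 0.182 and 0.153 CPM in scrNT. HSPA6 had 6.19 (standard error 0.62, edgeR adjusted p = 0.000226), and HSPA7, a pseudogene of the same family, had 0 counts in both scrNT libraries and was at least 45-fold higher, so that reads of the pair may have been shared. The decreases were largest in ENSG00000251701, MT-TE and ENSG00000240369. ENSG00000251701, a row without a current annotation, had -5.59 (standard error 1.60, edgeR adjusted p = 0.0275), which rested on scrNT 2 and was -0.18 without that library. MT-TE had -2.99 (standard error 0.41, edgeR adjusted p = 0.000963). After the knockdown, H2AC6 (a member of the histone gene family, uncertain for shared reads), ATG9B and SMIM3 rose most, with log2 fold changes of 2.72, 2.69 and 2.62 (standard error 0.18, edgeR adjusted p = 2.37e-05). KRT7 fell most, with -3.29 (standard error 0.066, edgeR adjusted p = 8.39e-07), beside HMOX1 and ARL15, which had -2.93 (standard error 0.27, edgeR adjusted p = 9.1e-05).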

After alignment with OSA2, gene counts were used for differential expression analysis (DEGs are summarized in Figure 4A).

**FIGURE 4:**
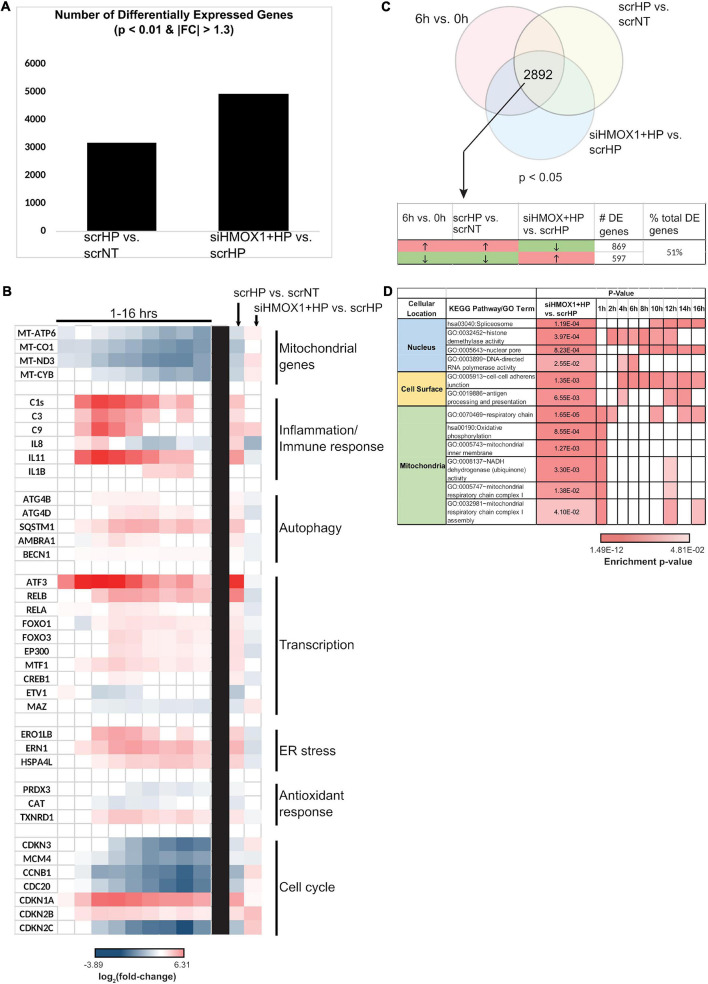
HMOX1 is a global regulator of cell function in HUVECs upon HP treatment. RNA collected from scrNT, scrHP, and siHMOX1+HP samples (*n* = 2 per group) was submitted for RNA-seq. **(A)** The number of differentially expressed genes between scrHP vs. scrNT (i.e., indicating the effect of the HP treatment) and between siHMOX1+HP vs. scrHP (i.e., indicating the effect of the HMOX1 knockdown in response to HP treatment). **(B)** Log_2_ (fold-change) of genes associated with mitochondrial function, inflammatory/immune response, autophagy, transcription, ER stress, anti-oxidant response, and cell cycle in the time-course data (to the left of the black bar) and the knockdown experiment (to the right of the black bar). **(C)** The Venn diagram indicates the number of overlapping differentially expressed genes between the time-course experiment and the knock-down experiment (i.e., the 6 vs. 0 h time-course data and the treatment groups; *p* < 0.05). The table indicates the number and percentage of overlapping genes that switch the direction of expression upon HP treatment in HMOX1 deficient HUVECs. **(D)** KEGG and GO enrichment analysis of the overlapping genes that switch their direction of regulation upon HP treatment in HMOX1 deficient HUVECs. Enrichment of pathways in the time-course data is also shown. The cell’s color indicates the significance of the *p*-value (the lighter the shade, the less significant, and the darker the shade, the more significant the *p*-value). The enriched KEGG pathways and GO terms were grouped into three spatial categories, as specified in the table’s first column.

Key processes affected by HP treatment were examined in the knockdown context (Figure 4B). Many processes that were up-regulated by HP treatment alone were down-regulated in HMOX1 deficient cells and vice versa. For example, mitochondrial transcripts MT-ATP6, MT-ND3, and MT-CYB were all strongly down-regulated upon HP treatment alone. However, after the knockdown, these transcripts were up-regulated. Similarly, genes associated with inflammation, autophagy, transcription, ER stress, anti-oxidant response, and cell cycle switch their direction of expression in response to HP when HMOX1 expression was decreased. 

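Of the 38 genes read from Figure 4B, 37 had enough counts to be tested. In 23 of them the log2 fold changes of scrHP against scrNT and of siHMOX1+HP against scrHP had opposite signs, each at an adjusted p under 0.05 in edgeR's test over all genes tested. In 4 the signs were the same and both passed the threshold. In 8 the change with HP passed and the change after knockdown did not, and in 2 the change with HP did not pass. The scrHP libraries enter both comparisons, so that a chance deviation in them moves the values in opposite directions.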

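MT-ATP6 had a log2 fold change of -0.75 (standard error 0.051, edgeR adjusted p = 3.47e-05) in scrHP against scrNT and 0.38 (standard error 0.051, edgeR adjusted p = 0.000544) in siHMOX1+HP against scrHP. For MT-ND3 these were -1.08 (standard error 0.093, edgeR adjusted p = 0.000103) and 0.74 (standard error 0.092, edgeR adjusted p = 0.000388), and for MT-CYB -0.94 (standard error 0.042, edgeR adjusted p = 5.44e-06) and 0.51 (standard error 0.041, edgeR adjusted p = 5.19e-05). Against scrNT, the siHMOX1+HP libraries were still lower in all 3, with -0.36, -0.34 and -0.43 (standard error 0.041, edgeR adjusted p = 6.91e-05). The call of MT-ND3 against scrNT was lost with DESeq2's Wald test. MT-CO1, in the same panel, fell by 1.35 on the log2 scale with HP and had -0.02 (standard error 0.046, edgeR adjusted p = 0.769) after the knockdown.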

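By the groups of Figure 4B, opposite signs past the threshold in both comparisons were found in 2 of 6 inflammation genes, 3 of 5 autophagy genes, 7 of 10 transcription genes, 3 of 3 ER stress genes, 1 of 3 antioxidant genes and 4 of 7 cell cycle genes. CXCL8 had a log2 fold change of 1.08 (standard error 0.092, edgeR adjusted p = 0.000102) with HP and -1.69 (standard error 0.094, edgeR adjusted p = 1.09e-05) after the knockdown. The values of IL11 were 2.66 and -0.48 (standard error 0.11, edgeR adjusted p = 0.00796), the latter not past the threshold with DESeq2's Wald test. ATG4D had 0.50 and -0.70 (standard error 0.10, edgeR adjusted p = 0.000892), and SQSTM1 1.41 and -0.11 (standard error 0.047, edgeR adjusted p = 0.0946). Among the transcription genes, RELB had 3.13 (standard error 0.088, edgeR adjusted p = 1.07e-06) and -0.72 (standard error 0.065, edgeR adjusted p = 8.71e-05), and EP300 had 0.82 and -0.71 (standard error 0.079, edgeR adjusted p = 0.000235). ERN1 had 1.97 and -0.79 (standard error 0.18, edgeR adjusted p = 0.00756), and TXNRD1 0.64 and -0.27 (standard error 0.037, edgeR adjusted p = 0.00069). CDKN2C went from -1.39 with HP to 1.36 (standard error 0.11, edgeR adjusted p = 5.17e-05) after the knockdown. The same direction in both comparisons was found in C9, MCM4, CDKN1A and CDKN2B. CDKN1A had 2.24 and 0.15 (standard error 0.053, edgeR adjusted p = 0.0485), and CDKN2B 0.83 and 1.54 (standard error 0.082, edgeR adjusted p = 9.98e-06). In the untransfected cells of the time course, 4 of the 5 inflammation genes tested were higher at 6 h than at 0 h, past the threshold. CXCL8 was not, with a log2 fold change of -0.03.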

Among the 2892 DEGs (*p* < 0.05), about 51% of them switched their direction of expression upon HMOX1 knockdown in the HP treatment group (Figure 4C). 

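At an unadjusted p under 0.05, 3396 genes were shared by the comparisons of 6 h with 0 h, of scrHP with scrNT and of siHMOX1+HP with scrHP, among the 15161 genes tested in both experiments. Of these, 1010 were higher in both HP comparisons and lower after the knockdown, and 688 were lower in both and higher after the knockdown. Together 1698 genes, or 50% of the shared genes, switched direction. The setting that moved the share most was a p under 0.01 with a fold change over 1.3, which gave 532 of 1007 genes, or 52.8%. Because scrHP enters both knockdown comparisons, the share was also computed in 20 draws of simulated libraries with no effect of the knockdown. These gave a median of 238 shared and 134 switched genes, a share of 56%. In 20 further draws, knockdown effects of the observed size were shuffled among genes of similar abundance, so that they had no relation to the effect of HP. These gave a median of 1581 switched genes and a share of 46.7%, with a range from 44.6% to 48.7%. The comparison of 6 h with 0 h shares no library with the knockdown comparison. Among the 5163 genes past the same limit in these, 47.8% had opposite signs, against 49.7% for unrelated signs of the same frequencies. In siHMOX1+HP against scrNT, 43.9% of the switched genes did not pass the same limit, 29.5% still differed in the direction of the HP effect and 26.6% in the opposite direction. The draws with shuffled effects gave medians of 43.7%, 30.7% and 25.5% for these. From the share of genes that switched, and from the enrichment of their functions, the paper proposes a global impact of HMOX1 on the response to oxidative stress.

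**Figure D2:**
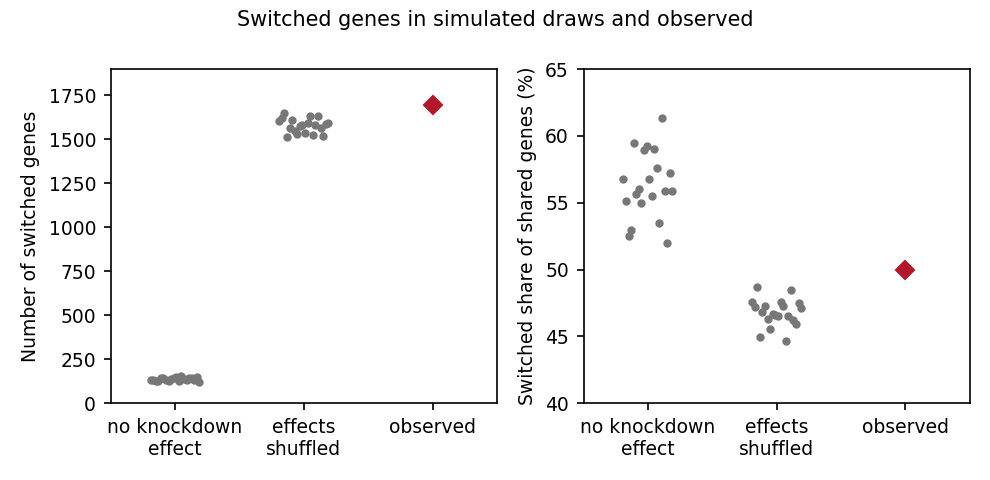
Number of switched genes (left) and their share of the shared genes in percent (right), in 20 simulated draws with no effect of the knockdown, in 20 draws with shuffled knockdown effects, and as observed. Grey points are draws and the red diamond is the observed value, 1698 genes and 50%.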

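Families of genes fixed before the data were examined were counted among the 1698 switched genes, with the 15161 genes tested in both experiments as background and Fisher's exact test (two-sided), adjusted over 14 families. By this exact test, the mitochondrially encoded mRNAs held 12 switched genes of 13, where 1.46 were expected (odds ratio 95.8, adjusted p = 6.14e-10). The proteins of the cytosolic ribosome held 0 of 82, where 9.18 were expected (adjusted p = 0.000883). With the shared genes as background, the adjusted p was 0.0067 for the former and 0.109 for the latter. Histone demethylases held 5 of 17, where 1.9 were expected (odds ratio 3.31, adjusted p = 0.16). The other 11 families did not pass an adjusted p of 0.05. The paper had already reported from these libraries that mitochondrial transcripts and histone modification genes switched. The counts of these families are therefore not independent evidence. The 13 mitochondrial mRNAs are processed from shared precursor transcripts and are not independent of each other. The GO and KEGG collections were not used here.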

GO and KEGG enrichment of these switched genes revealed enrichment in three spatial regions: nucleus, cell surface, and mitochondria (Figure 4D). These data suggest the global impact of HMOX1 on regulating the functional response to oxidative stress.

### Novel Mechanisms of HMOX1 in Regulating the OSR

Upon further analysis of HMOX1 knockdown (KD) location-specific effects, key mitochondrial transcripts, cell surface receptors, and nuclear regulatory genes switched their direction of expression upon HP treatment. At the cell surface, EGFR and IGF1R were up-regulated with HP treatment in HMOX1 competent and down-regulated in HMOX1 KD cells (Figure 5A and Supplementary Figure 6). 

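EGFR had a log2 fold change of 0.50 (standard error 0.12, edgeR adjusted p = 0.012) in scrHP against scrNT and -1.53 (standard error 0.12, edgeR adjusted p = 5.19e-05) in siHMOX1+HP against scrHP. In siHMOX1+HP against scrNT it was -1.03 (standard error 0.13, edgeR adjusted p = 0.000274). The corresponding values of IGF1R were 0.81 (standard error 0.071, edgeR adjusted p = 0.000114), -0.97 (standard error 0.070, edgeR adjusted p = 3.2e-05) and -0.16 (standard error 0.072, edgeR adjusted p = 0.0956), so that IGF1R did not detectably differ between siHMOX1+HP and scrNT.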

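All 13 mitochondrially encoded mRNAs of the respiratory chain and ATP synthase were lower in scrHP than in scrNT, at an edgeR adjusted p under 0.05, with a median log2 fold change of -0.99. In siHMOX1+HP against scrHP, 12 were higher, and the median was 0.51. The 13th, MT-CO1, was the lowest at -0.02, and its sign changed with DESeq2's size factors. In siHMOX1+HP against scrNT, 11 of the 13 were lower and none was higher, with a median of -0.43. With DESeq2's size factors and with no scaling factors, the medians kept their signs in the 3 comparisons, at 0.55 and 0.49 for siHMOX1+HP against scrHP.

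**Figure D3:**
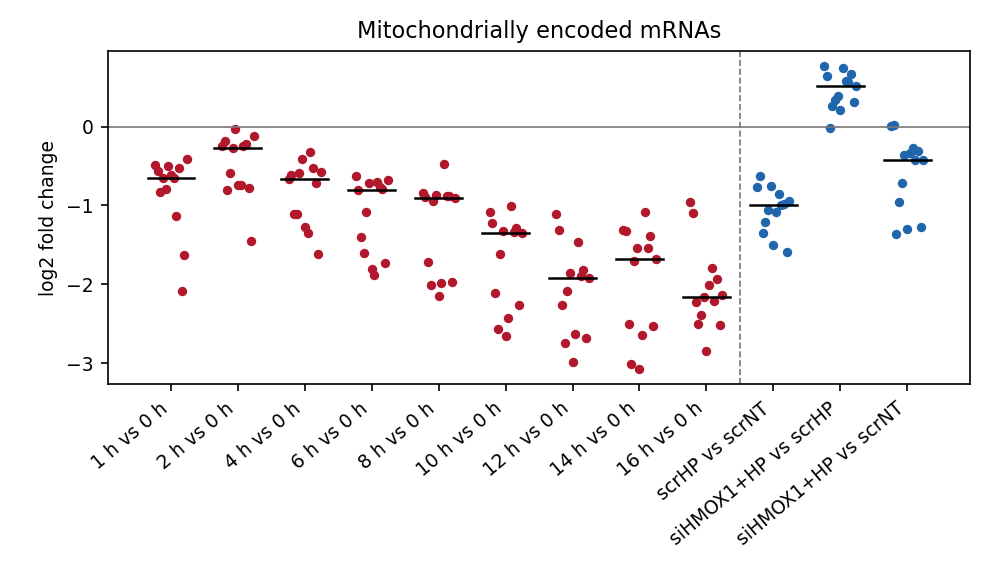
Log2 fold changes of the 13 mitochondrially encoded mRNAs in each comparison, with the time points against 0 h on the left and the knockdown comparisons on the right. Points are genes and lines are medians, which lie at -0.99 in scrHP against scrNT, 0.51 in siHMOX1+HP against scrHP and -0.43 in siHMOX1+HP against scrNT; the sign of MT-CO1 after the knockdown changes with DESeq2's size factors.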

Mitochondrial transcripts that encode the ETC subunits were down- and up-regulated upon HP treatment in HMOX1 competent and KD cells, respectively. This is further validated by qPCR (Supplementary Figure 7). To gauge this transcriptional switch’s functional consequence, we performed the Seahorse Mito Stress Test to quantify mitochondrial respiration. Consistent with the transcriptional switch, measurement of the oxygen consumption rate in the scrNT, scrHP, and siHMOX1+HP groups indicated a decrease in spare capacity upon HP treatment, reversed in the HMOX1 KD group (Figures 5C,D and Supplementary Figure 8). The decrease in ATP-linked respiration (scrNT vs. scrHP, *p* = 0.03) is ameliorated in the HMOX1 KD group but not statistically significant.

**FIGURE 5:**
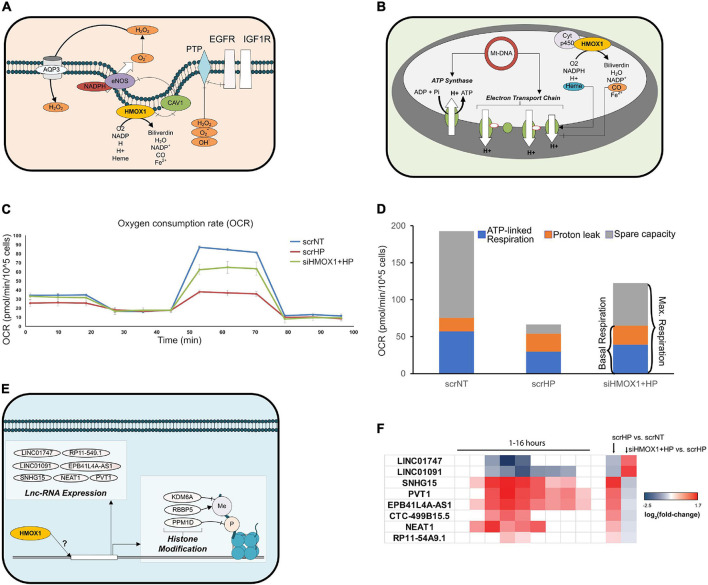
HMOX1 deficiency perturbs the OSR at the cell surface, nucleus, and mitochondria. Differentially expressed genes and pathways in each cellular location were examined to identify novel targets of HMOX1 regulation. **(A)** Network diagram depicting HMOX1 activity at the cell surface. **(B)** Network diagram depicting HMOX1 activity in the mitochondria. **(C)** The Mito Stress Test (Seahorse XFe24) was used to quantify functional changes in mitochondrial function. The line-graph shows a representative oxygen consumption rate (pmol/min/cell) for one of the three biological repeats of this experiment (*n* = 3); 1 μM Oligomycin was added at ∼20 min, followed by 2 μM FCCP at ∼50 min and finally 0.5 μM Rot/AA at ∼80 min. The background-subtracted mean OCR + SEM across two to four technical replicates for scrNT (blue line), scrHP (red line), and siHMOX1+HP (green line) is shown. **(D)** The stacked bar graph shows the proton leak, ATP production and spare capacity across all three groups. **(E)** Network diagram indicating lnc-RNAs and histone modification genes affected by HMOX1 expression. **(F)** Log_2_ (fold-change) of lnc-RNAs from the time-course experiment and the knockdown experiment, indicating the switch in expression upon HMOX1 deficiency. *p* < 0.05 are shaded; *p* > 0.05 are blank. Log_2_ (fold-change) and *p*-values for genes described in panels **(A,B,E)** are summarized in Supplementary Figure 6.

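The log2 fold change of KDM6A was 1.48 (standard error 0.085, edgeR adjusted p = 1.7e-05) in scrHP against scrNT and -0.62 (standard error 0.076, edgeR adjusted p = 0.00037) in siHMOX1+HP against scrHP. RBBP5 had 0.61 (standard error 0.12, edgeR adjusted p = 0.00481) and -1.43 (standard error 0.12, edgeR adjusted p = 6.32e-05), and PPM1D had 2.62 (standard error 0.090, edgeR adjusted p = 1.97e-06) and -0.28 (standard error 0.082, edgeR adjusted p = 0.024). Against scrNT, the siHMOX1+HP libraries were higher in KDM6A, by 0.86 (standard error 0.087, edgeR adjusted p = 8.56e-05), and in PPM1D, by 2.34 (standard error 0.089, edgeR adjusted p = 8.87e-07), and lower in RBBP5, with -0.81 (standard error 0.13, edgeR adjusted p = 0.000907).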

Finally, we showed that key histone modification genes (KDM6A, RBBP5, and PPM1D) were up-and down-regulated upon HP treatment in HMOX1 competent and deficient cells, respectively (Figure 5E and Supplementary Figures 6, 9). Additionally, we have identified lncRNAs that switched their direction of expression in response to HP treatment in the HMOX1 KD group (Figure 5F and Supplementary Figure 6). 

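Of the 8 lncRNAs in Figure 5F, 5 had enough counts in the knockdown libraries to be tested. SNHG15 had a log2 fold change of 1.45 (standard error 0.053, edgeR adjusted p = 2.51e-06) in scrHP against scrNT and -0.75 (standard error 0.050, edgeR adjusted p = 2.21e-05) in siHMOX1+HP against scrHP. For PVT1 the values were 1.04 (standard error 0.059, edgeR adjusted p = 1.54e-05) and -0.61 (standard error 0.054, edgeR adjusted p = 7.72e-05), and for NEAT1 0.51 (standard error 0.066, edgeR adjusted p = 0.000736) and -0.43 (standard error 0.066, edgeR adjusted p = 0.00117). EPB41L4A-AS1, which is antisense to another gene and uncertain because the counting is not stated to use strand, had 0.97 and -0.44 (standard error 0.065, edgeR adjusted p = 0.000964). LINC01091 went the other way, with -1.50 (standard error 0.43, edgeR adjusted p = 0.0285) and 1.87 (standard error 0.41, edgeR adjusted p = 0.00623), and its call with HP was lost with DESeq2's Wald test.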

Taken together, these results highlight novel organelle-specific HMOX1-mediated mechanisms of cell protection in response to oxidative stress.

## Discussion

Endothelial dysfunction and cell death are central to the progression of vascular diseases (Madamanchi et al., 2005; Libby et al., 2011; Gimbrone and García-Cardeña, 2016). Under chronic stress, gaps in the endothelium allow uninhibited extravasation of immune cells and lipoproteins, contributing to the persistent pro-inflammatory state that supports plaque formation (Galbraith et al., 1998). Endothelial dysfunction and cell death can be triggered by many mechanical (Chien, 2008; Chiu and Chien, 2011; Ajami et al., 2017) and chemical cues (Hadi et al., 2005; Deanfield et al., 2007). ECs are primed to sense and respond to subtle chemical perturbations such as oxidative stress as the first line of defense to the circulating toxins in the blood (Deanfield et al., 2007; Pennathur and Heinecke, 2007). In this study, we have characterized the response to oxidative stress in ECs using a systems biology approach. In doing so, we have identified gatekeepers at the nexus of cell fate decisions.

### Dose-Dependent OSR in ECs

One of the critical features of vascular disease is eNOS uncoupling, which results from the oxidation of nitric oxide; this process is dependent on the amount of ROS available (i.e., the degree of oxidative stress; Elahi et al., 2009). We have shown the dose dependence in metabolic activity and cell toxicity (Figures 1A,B; Clément et al., 1998; Gorp et al., 1999; Csordas et al., 2006; Gong et al., 2010; Messner et al., 2012; Wen et al., 2013; Xu et al., 2013; Zhou et al., 2013; Nadeev et al., 2015). At 0.5 mM HP, the metabolic and anti-oxidant capacities are reduced by 50%, which induces significant oxidative stress. Also, HP is unstable in growth media. About 50% of added HP is cleared in less than 20 min, and it is undetectable around 60 min (Supplementary Figure 10), even without cells. Therefore, a single bolus of 0.5 mM HP induction perturbs the cell, places it at the junction of cell survival and death, and serves as a model to study early and late phase OSR.

### Time-Dependent OSR in ECs and Hallmarks of Vascular Disease

We examined the longitudinal OSR to characterize transcriptional programs that facilitate the transition from EC function to dysfunction. In addition, our dose-response analysis revealed the ECs’ functional tipping point, allowing us to focus on factors that initiate cell dysfunction. We hypothesized that the temporal OSR would be best reflected by the transcriptional state of the cell and hence measured the longitudinal gene expression changes through next generation RNA sequencing. Analysis of the expression profile data allowed us to distinguish three distinct phases of the stress response and provide a systems perspective of OSR in ECs (Figure 2).

We observed both pro-and anti-apoptotic mechanisms as part of the global response to oxidative stress. This ambiguity is likely due to the heterogeneous cell populations present in the culture and/or the concurrent activation of pro-and anti-apoptotic processes in individual cells, highlighting the complexity of stress response. Our model finds that the down-regulation of cell cycle and DNA replication is correlated with the induction of p21 and GADD45A from 4 to 16 h (Figure 2 and Supplementary Figure 4); this is in line with previous findings (Zhan, 2005; Gao et al., 2009; Moskalev et al., 2012; Niehrs and Schäfer, 2012; Tamura et al., 2012). 

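NOS3 had log2 fold changes of -1.02 (standard error 0.13, edgeR adjusted p = 3.47e-06) at 6 h, 0.10 (standard error 0.12, edgeR adjusted p = 0.587) at 12 h and -0.24 (standard error 0.12, edgeR adjusted p = 0.149) at 16 h after HP in the time course. It was below 0 h past the threshold at 4, 6 and 8 h, at 14 h without the filter on low counts, in a fit of the pair of groups alone, with DESeq2's Wald test and adjusted over its list alone, and at 16 h in the fit of the pair. KLF2 was higher at 2 h, by 1.85 (standard error 0.26, edgeR adjusted p = 6.77e-05), and lower at 16 h, with -0.95 (standard error 0.28, edgeR adjusted p = 0.0171).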

Further, in addition to cell cycle arrest, our data reveal that hallmarks of endothelial senescence, such as up-regulation of pro-inflammatory cytokines, monocyte adhesion factors, and autophagy along with down-regulation of NOS3, in a sustained manner throughout the time course (Lum and Roebuck, 2001; Tian and Li, 2014). Therefore, at the nexus of cell function and dysfunction, decreased replicative potential and activation of senescence supports key pillars of endothelial dysfunction such as decreased NO, increased cytokines, and increased monocyte adhesion.

Our data suggest that the activation of senescent, pro-inflammatory, and chemoattractant gene expression promotes the progression of acute stress to endothelial dysfunction. The persistence of “protective” factors (i.e., resistance to apoptosis, cell cycle arrest, and decreased mitochondrial pro-apoptotic signaling) under significant oxidative stress shields dysfunctional ECs from being cleared, thus contributing to the chronic stress states of vascular diseases.

### HMOX1: A Master Regulator

While HMOX1 has been shown to influence many cellular functions in the past, these studies span many different stress conditions and cell types. Thus, they mostly provide a “snapshot” of HMOX1 regulated cellular function at a fixed time point (Gozzelino et al., 2010; Kim et al., 2011). Given that 51% of genes switch their direction of expression upon HP treatment in HMOX1-deficient cells (Figure 4C), it is clear that HMOX1 dramatically affects gene expression, highlighting its substantial influence on the endothelial OSR. To identify novel mechanisms of HMOX1 function, we identified switching genes that had not previously been associated with HMOX1 at each of the enriched locations (i.e., nucleus, mitochondria, and the cell surface; Figure 4D).

At the cell surface, HP induced EGFR and IGF1R were significantly dampened in HMOX1 deficient cells (Supplementary Figure 6). Consistent with our findings, it has been reported that the addition of HP increases the gene expression and protein concentration of EGFR (in murine melanoma cells) and IGF1R (in VSMCs; Du et al., 2001; Hyoudou et al., 2006). In addition, studies indicating the increased apoptosis of ECs upon EGFR inhibition (Bruns et al., 2000) support our finding that HMOX1-deficient cells treated with HP resulting in decreased EGFR expression and increased cell death (Figure 3C). Similarly, low IGF-1 is associated with increased endothelial apoptosis/dysfunction and cardiovascular risk (Conti et al., 2004). Additionally, it has been shown that growth factor signaling results in the phosphorylation of pro-apoptotic proteins, protecting the cell from death (Winn and Harlan, 2005). Taken together, the expression of EGFR and IGF1R (that informs the signaling flux through these receptors) influences decisions of cell fate in ECs. As such, targeted studies exploring the mechanism by which HMOX1 influences these receptors and the functional consequence of those changes could illuminate potential therapeutic targets for endothelial dysfunction and vascular diseases.

We and others have shown that HP treatment in HMOX1-competent HUVECs causes the downregulation of mitochondrial encoded ETC subunits (Karnewar et al., 2016); interestingly, we show that this is reversed in HMOX1 deficient HUVECs (Supplementary Figure 7). This reversal suggests that HMOX1 protects against mito-ROS mediated cell death by inhibiting expression or protein assembly of the ETC. Further, our characterization of mitochondrial respiration in HMOX1-competent and -deficient HUVECs suggests that the transcriptional changes associated with mitochondrial mRNA and protein processing may have lasting functional consequences. Indeed, our functional analysis of mitochondrial respiration indicates that consistent with the ETC subunit gene expression, the mitochondrial respiratory reserve capacity is significantly reduced in HP treated cells (Figure 5D and Supplementary Figure 8), making them vulnerable to metabolic stress and cell death. HMOX1 KD significantly restores the reserve capacity at the cost of increased proton leak with a marginal gain of ATP production (not statistically significant). However, continued proton leak could lead to mitochondrial membrane depolarization and mitopathy. Previous studies have shown that mitochondrial HMOX1 affects the flux through the ETC by regulating the availability of free heme and CO (Zuckerbraun et al., 2007; Heinemann et al., 2008; Almeida et al., 2015; Figure 5B).

Upon HP treatment, decreased expression of ETC subunits and down-regulation of post-transcriptional and post-translational regulators are consistent with decreased mitochondrial activity and mitochondrial-ROS mediated pro-death and pro-inflammatory processes. However, in HMOX1 deficiency, this protective mechanism is lost, and increased mitochondrial ROS likely promote dysfunction and death. Thus, while the role of HMOX1 in maintaining the redox potential of the mitochondria has been observed, our work provides novel mechanisms for therapeutic intervention to address dysfunctional ECs in vascular disease.

Given HMOX1’s entry and localization to the nucleus, its potential role in regulating transcription has been suggested (Lin et al., 2007; Biswas et al., 2014; Dulak and Jozkowicz, 2014). However, the role of HMOX1 in epigenetic regulation is less clear. We show that HMOX1 KD alters the expression of many histone modification genes and lnc-RNAs (Figures 5E,F). While the role of oxidative stress-mediated histone modification influencing HMOX1 expression is well characterized (Chervona and Costa, 2012), the only other study that has shown the role of HMOX1 in mediating histone modification genes’ expression (Ciesla et al., 2016). Furthermore, lnc-RNAs have been implicated in various aspects of the OSR (Huang et al., 2016; Kim et al., 2017). These novel aspects suggest that HMOX1-regulated endothelial OSR can influence transcriptional control and epigenetic modulations, thereby influencing a variety of cellular processes. However, their regulation by HMOX1 is yet to be explored.

In summary, our longitudinal analysis of the OS response in EC has elucidated dynamical mechanisms invoked, leading to cell fate decisions. As shown in literature extensively and based on our studies, ECs go toward cell death through apoptotic and necrotic mechanisms at higher OS levels. At low doses, the cells use recovery mechanisms, including redox enzymes involved in removing free radical species, induction of DNA repair mechanisms through transcription, and cell-protective mechanisms at the interface of genotoxic and metabolic stress. At a critical dose between cell recovery and death lies the mechanisms that poise the cell toward recovery or death. Our temporal studies of response at this dose point to many cellular responses, including several cell-protective mechanisms that suspend the cell at the interesting junction between cell survival and death. Most importantly, our study reveals a master regulator, HMOX1, which appears to play a critical role in regulating the spatiotemporal response in EC to OS. Whether the novel mechanisms of HMOX1 presented here occur either by decoupling its enzymatic and non-enzymatic activities or as a combination of the two requires further analysis. Our study also points to interesting avenues for designing therapeutics to deal with OS response, vital for vascular dysfunction and disease.

## Data Availability Statement

The data presented in the study are deposited in the GEO repository, accession number GSE72991.

## Author Contributions

SRg carried out the systems analyses of the longitudinal OSR in endothelial cells, conducted the knockdown experiments, analyzed HMOX1 knockdown data, and wrote the first draft of the manuscript along with SRm. SRm performed the dose-response experiments and functional validation of the time-course model, contributed to the corresponding Methods sections, and participated in the study design. EK helped with the time course transcriptomics and nextgen sequencing experiments, carried out the transcriptional data analysis, and contributed to the corresponding methods. YM helped optimize the Mito Stress Test assay and participated in data discussions on the mitochondrial assay. RL participated in the study design. ZC participated in the design of validation experiments with mitochondria assays. SS conceived the study, participated in its design, helped develop mechanistic models, revised the manuscript, and supervised the entire project. All authors were involved in editing and approving the manuscript.

## Author Disclaimer

The content is solely the responsibility of the authors (SS and ZC) and does not necessarily represent the official views of the National Institutes of Health.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Heme Oxygenase-1 at the Nexus of Endothelial Cell Fate Decision Under Oxidative Stress
**Source:** Front Cell Dev Biol. 2021 Sep 14;9:702974. doi: 10.3389/fcell.2021.702974
**Supplement:** Supplementary file 1

## *Supplementary Material*

### **Heme Oxygenase-1 at the Nexus of Endothelial Cell Fate Decision Under Oxidative Stress**

**Sindhushree Raghunandan<sup>1†</sup>, Srinivasan Ramachandran<sup>1†</sup>, Eugene Ke<sup>1</sup>, Yifei Miao<sup>5</sup>, Ratnesh Lal<sup>§,1,2</sup>, Zhen Chen<sup>§,5</sup>, Shankar Subramaniam<sup>§\*,1,3,4</sup>**

<sup>†</sup>These authors contributed equally to this work and share first authorship

<sup>§</sup>These authors share last authorship

**Keywords: Oxidative stress, Reactive oxygen species, ROS, Hydrogen peroxide, Heme oxygenase-1, HMOX1, Endothelial cell, HUVEC.**

## 1.1 Supplementary Figures

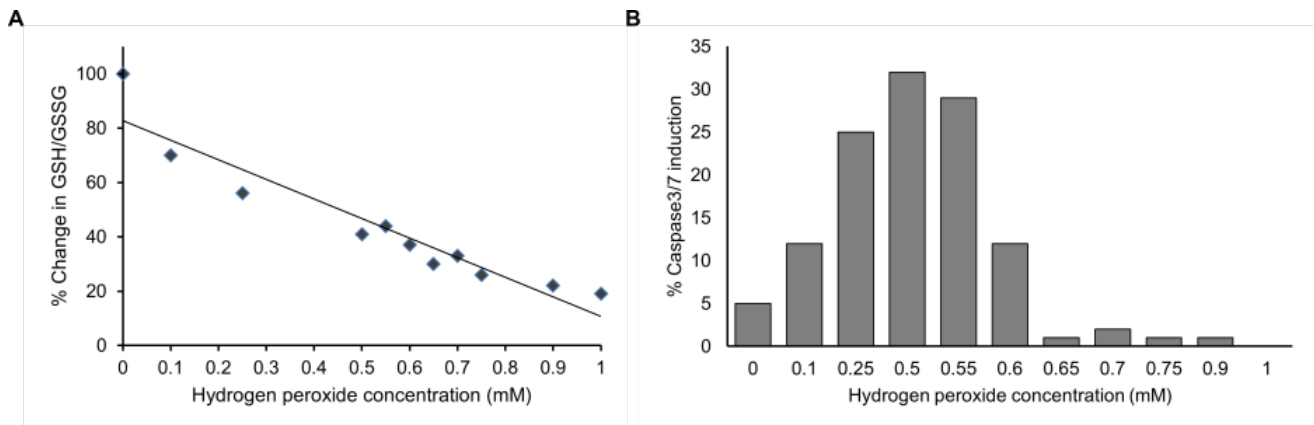

**Supplementary Figure 1. The trends of anti-oxidant capacity and caspase3/7 activity as a function of HP dose.** A) GSH/GSSG ratio was measured as an indicator of redox status and reported as a percent change to untreated samples at 12 hrs. Two biological experiments (n=2) each had three technical replicates. A negative trend line indicates decrease in cellular reduction capacity with increasing HP concentrations. B) Caspase 3 and 7 were measured as an indicator of apoptotic status. Caspase activity is reported as the percent of positive control (10  $\mu$ M staurosporine) at 12 hours post-treatment. Two biological experiments (n=2) each had three technical replicates.

A

|         | Replicate 1 |                       | Replicate 2 |                       |
|---------|-------------|-----------------------|-------------|-----------------------|
|         | Total read# | Uniquely mapped read% | Total read# | Uniquely mapped read% |
| control | 22088557    | 83.9122               | 23782479    | 84.0059               |
| 1h      | 19739474    | 83.7663               | 22057285    | 83.6304               |
| 2h      | 19386750    | 84.0874               | 24870187    | 82.984                |
| 4h      | 14557529    | 84.2354               | 22377555    | 82.2981               |
| 6h      | 15434799    | 84.6441               | 17578932    | 83.9786               |
| 8h      | 17224818    | 83.691                | 23413820    | 84.0869               |
| 10h     | 17626853    | 83.3105               | 16690048    | 85.1201               |
| 12h     | 17909366    | 84.8559               | 18843315    | 85.2262               |
| 14h     | 20310499    | 86.1189               | 20790570    | 85.5375               |
| 16h     | 15039794    | 82.271                | 18047435    | 84.5686               |

B

|                  | Replicate 1 |                       | Replicate 2 |                       |
|------------------|-------------|-----------------------|-------------|-----------------------|
|                  | Total read# | Uniquely mapped read% | Total read# | Uniquely mapped read% |
| Scrambled-NT     | 23464850    | 87.6069               | 18695249    | 68.7756               |
| Scrambled + H2O2 | 15574457    | 88.4159               | 27920902    | 88.1699               |
| siHMOX1 + H2O2   | 26549836    | 87.5914               | 25304702    | 87.56                 |

C

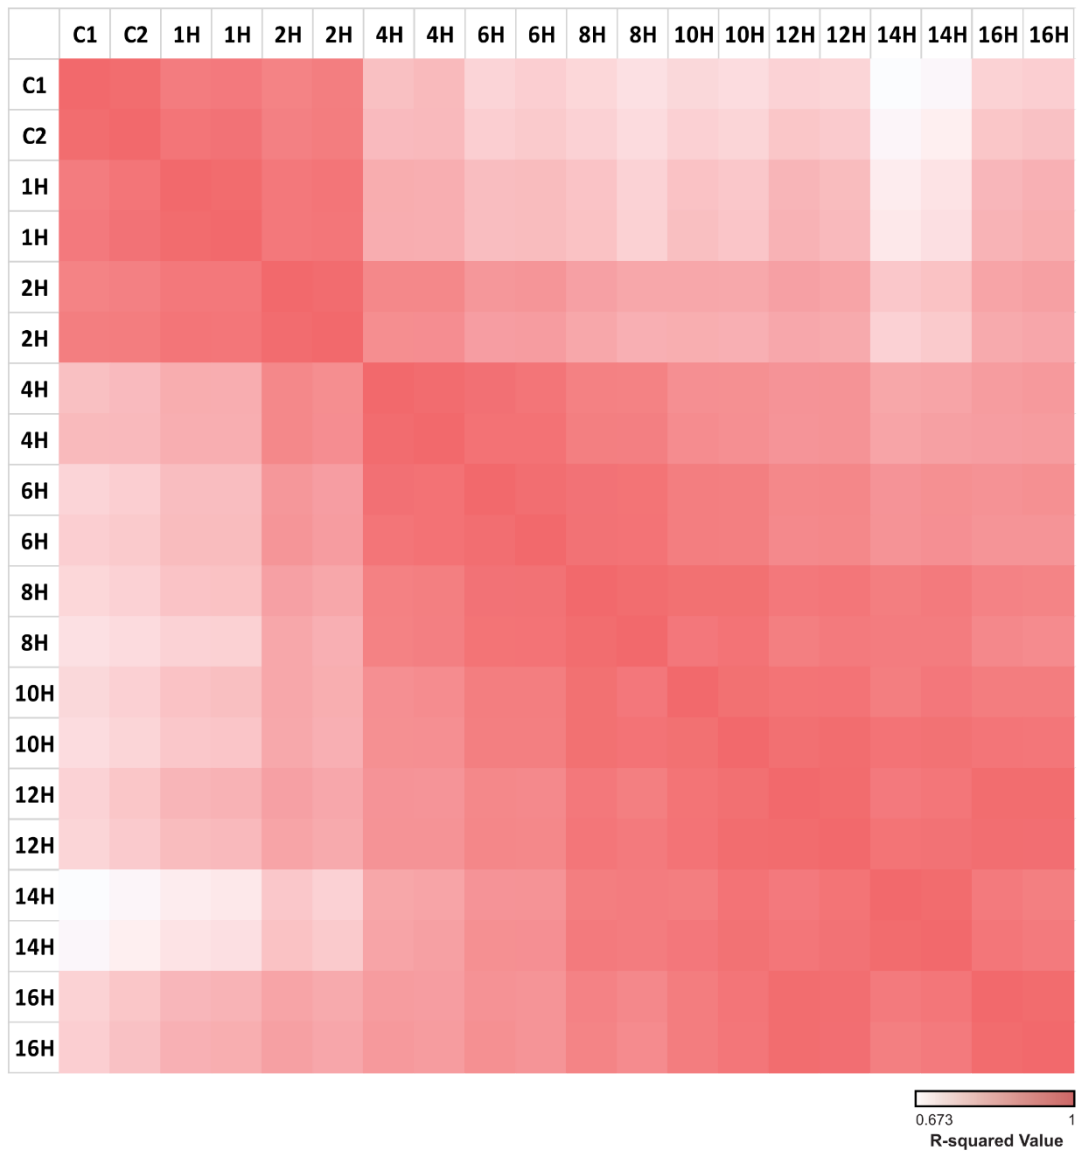

**Supplementary Figure 2. Summary of data quality (read, alignment, and replicate quality)** A) All samples in the time-series experiment had ~20 million reads; the average uniquely mapped alignment percentage was ~84.11%. B) All samples in the knockdown experiment had ~23 million reads; the average uniquely mapped alignment percentage was ~85% C) The  $R^2$  value was calculated for all pairwise comparisons between samples in the time-series experiment using raw gene counts from the OSA2 output. The legend indicating the range of  $R^2$  values is shown at the bottom left of the heatmap.

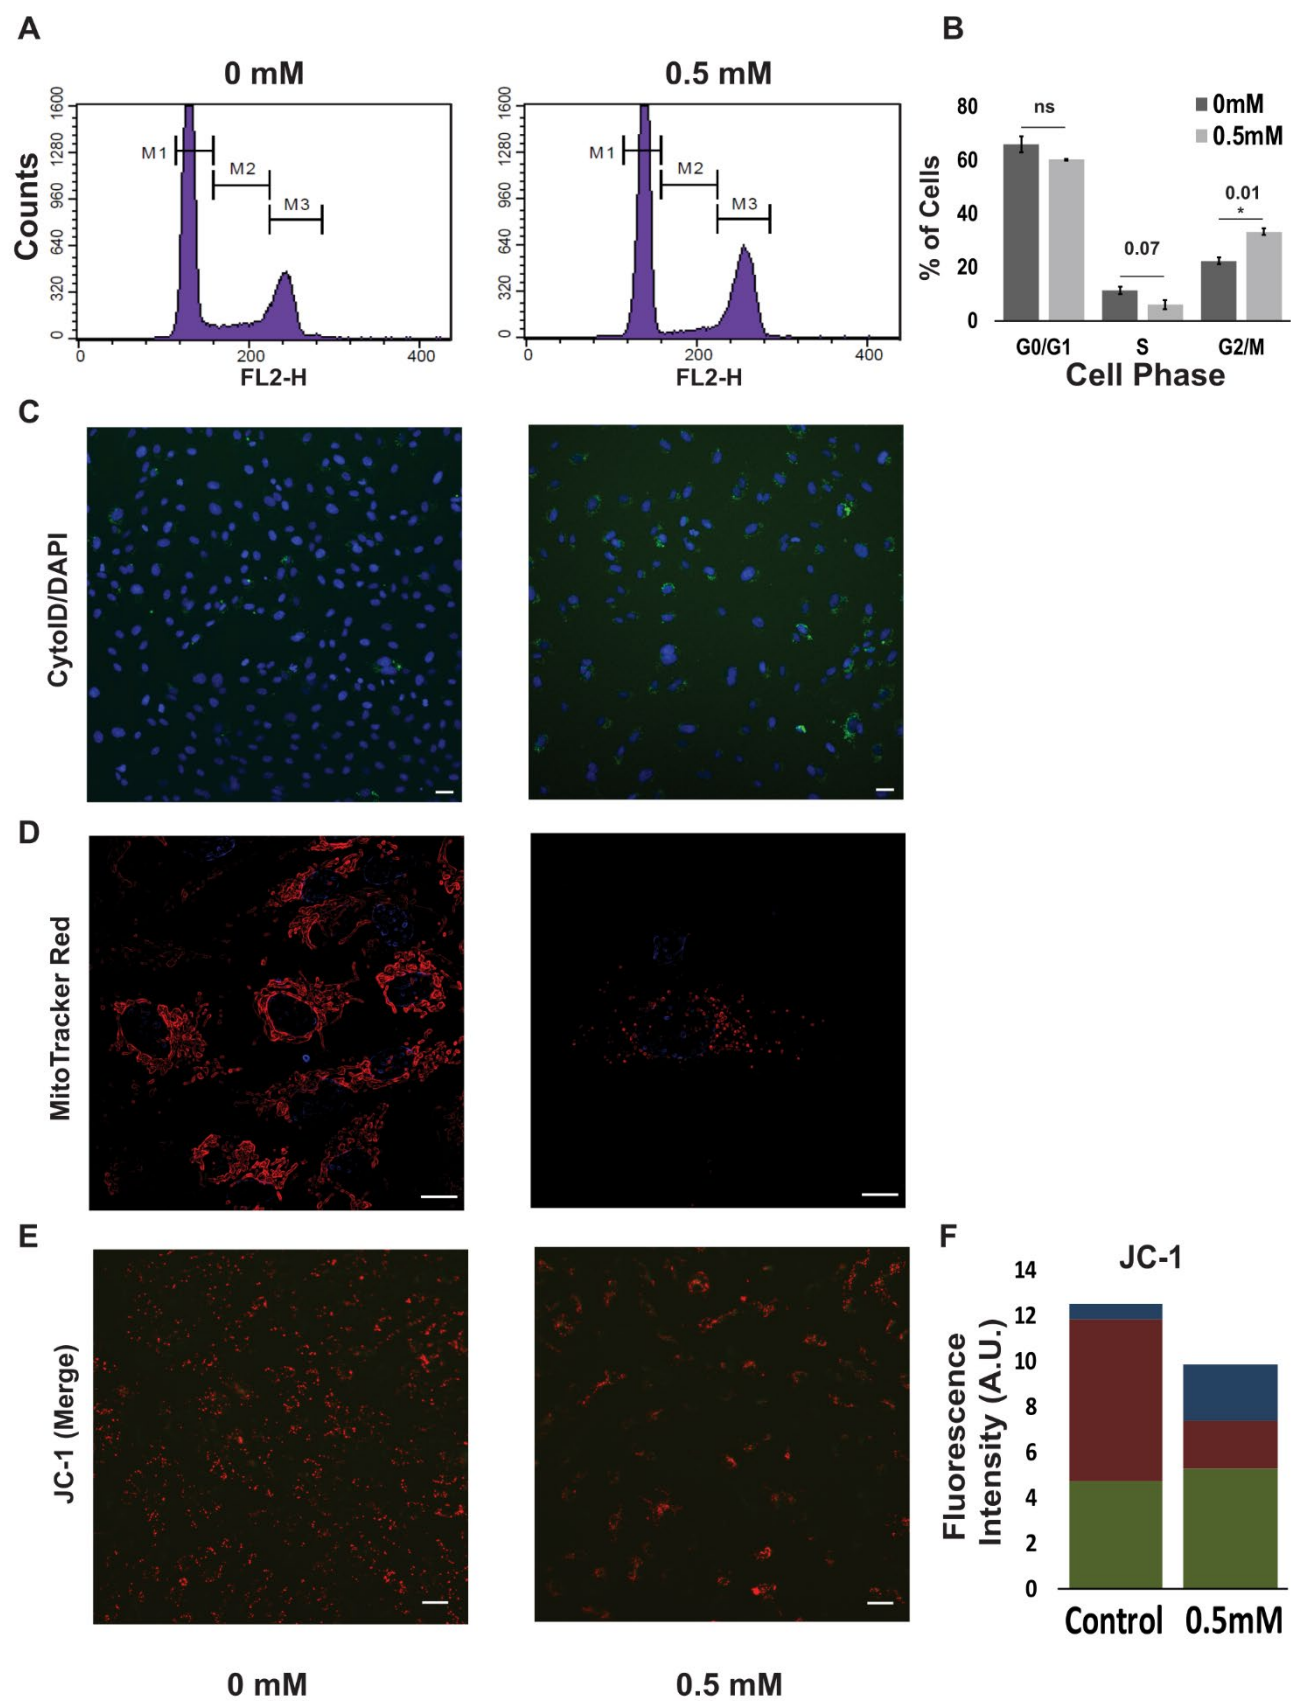

**Supplementary Figure 3. Phenotypic trends of Temporal Model of OSR.** HUVECs treated with 0 or 0.5 mM HP, and phenotypic measurements were taken to verify the transcriptomic changes' functional consequences in response to oxidative stress. A & B) Cell cycle analysis by flow cytometry. Ten thousand events were collected for each sample, and their histograms were plotted. The first peak represents the distribution of cells in the G0/G1 phase (M1), the second peak represents cells in the S phase (M2), and the third peak represents cells in the G2/M phase (M3). The average percentage of cells in G0/G1, S, and G2/M phases in control (dark gray) and 0.5 mM (light gray) treated samples; error bars indicate standard deviation of the average calculated across two biological repeats of the experiment. P-values labeled above each group;  $p < 0.05$  indicated by \*. C) Autophagy detection Cyto-ID. Autophagic vacuoles (green) were imaged with excitation at 463 nm and emission at 534 nm. Scale bar: 10  $\mu$ m. Two independent biological experiments each had two technical replicates. D) Mitochondrial network architecture imaged with MitoTracker Deep Red FM dye. 3-5 random fields were chosen for 100x imaging. Images were analyzed in ImageJ software. Edge detection techniques (Laplacian of Gaussian) were applied to visualize the mitochondrial network, distribution, and size. The maximum intensity projection was applied to determine the total intensity of the mitochondrial stain. The image on the left shows untreated cells, and the image on the right shows 0.5 mM HP treated cells. Scale bar: 5  $\mu$ m. Two independent biological experiments each had two technical replicates. E & F) Mitochondrial membrane potential was measured with potentiostatic dye JC-1 (5  $\mu$ M). For JC-1 monomers and aggregates, excitation and emission wavelengths of 485/535 and 560/595 nm, respectively, were used. Images were analyzed in ImageJ using a macro that automatically segments and quantifies green and red fluorescence. Mitochondrial membrane depolarization is indicated by green fluorescent monomers (green section of the bar graph), and healthy mitochondria are indicated by red fluorescent aggregates (red section of the bar graph). Ratios of monomers/aggregates (green/red ratio, the blue section of the bar graph) indicated the overall health of mitochondria in control and treated HUVECs. Scale bar: 10  $\mu$ m. Two independent biological experiments each had two technical replicates.

|                          |          | Log2(Fold-Change) |        |        |        |        |        |        |        |        |        |          |          |           |           |           |           | P-value   |           |           |        |          |          |           |            |           |           |           |           |           |  |  |  |
|--------------------------|----------|-------------------|--------|--------|--------|--------|--------|--------|--------|--------|--------|----------|----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|--------|----------|----------|-----------|------------|-----------|-----------|-----------|-----------|-----------|--|--|--|
|                          |          | 1h                | 2h     | 4h     | 6h     | 8h     | 10h    | 12h    | 14h    | 16h    |        | 1h       | 2h       | 4h        | 6h        | 8h        | 10h       | 12h       | 14h       | 16h       |        | 1h       | 2h       | 4h        | 6h         | 8h        | 10h       | 12h       | 14h       | 16h       |  |  |  |
|                          | GeneName | 1h                | 2h     | 4h     | 6h     | 8h     | 10h    | 12h    | 14h    | 16h    |        | 1h       | 2h       | 4h        | 6h        | 8h        | 10h       | 12h       | 14h       | 16h       |        | 1h       | 2h       | 4h        | 6h         | 8h        | 10h       | 12h       | 14h       | 16h       |  |  |  |
| Cell Cycle               | CCNE1    | -0.105            | -0.351 | -1.329 | -1.184 | -1.505 | -1.296 | -1.249 | -1.368 | 0.908  | CCNE1  | 5.11E-01 | 1.70E-02 | 5.30E-14  | 5.90E-11  | 8.92E-17  | 7.80E-15  | 2.43E-13  | 5.02E-13  | 2.10E-10  | CCNE1  | 5.11E-01 | 1.70E-02 | 5.30E-14  | 5.90E-11   | 8.92E-17  | 7.80E-15  | 2.43E-13  | 5.02E-13  | 2.10E-10  |  |  |  |
|                          | MCM2     | -0.057            | -0.032 | -0.300 | -0.801 | -1.352 | -1.652 | -1.774 | -2.090 | -2.087 | MCM2   | 5.10E-01 | 5.77E-01 | 6.13E-07  | 1.21E-23  | 5.30E-05  | 3.40E-18  | 6.51E-06  | 2.28E-143 | 2.80E-01  | MCM2   | 5.10E-01 | 5.77E-01 | 6.13E-07  | 1.21E-23   | 5.30E-05  | 3.40E-18  | 6.51E-06  | 2.28E-143 | 2.80E-01  |  |  |  |
|                          | MCM3     | 0.002             | -0.051 | -0.212 | -0.666 | -1.225 | -1.572 | -1.456 | -1.400 | -1.334 | MCM3   | 9.69E-01 | 3.83E-01 | 6.15E-06  | 2.59E-22  | 1.18E-39  | 5.64E-128 | 3.01E-08  | 2.82E-126 | 6.16E-179 | MCM3   | 9.69E-01 | 3.83E-01 | 6.15E-06  | 2.59E-22   | 1.18E-39  | 5.64E-128 | 3.01E-08  | 2.82E-126 | 6.16E-179 |  |  |  |
|                          | MCM4     | -0.034            | -0.155 | -0.457 | -1.110 | -1.624 | -2.317 | -2.058 | -2.306 | -2.068 | MCM4   | 5.13E-01 | 1.14E-04 | 6.65E-23  | 1.06E-62  | 4.64E-69  | 2.39E-232 | 1.11E-49  | 1.06E-278 | 0.00E+00  | MCM4   | 5.13E-01 | 1.14E-04 | 6.65E-23  | 1.06E-62   | 4.64E-69  | 2.39E-232 | 1.11E-49  | 1.06E-278 | 0.00E+00  |  |  |  |
|                          | MCM5     | 0.073             | -0.086 | -0.188 | -0.648 | -1.136 | -1.519 | -1.758 | -1.931 | -1.803 | MCM5   | 4.83E-01 | 3.83E-02 | 4.49E-04  | 1.16E-31  | 3.77E-05  | 1.34E-33  | 6.45E-128 | 2.17E-156 | 2.09E-205 | MCM5   | 4.83E-01 | 3.83E-02 | 4.49E-04  | 1.16E-31   | 3.77E-05  | 1.34E-33  | 6.45E-128 | 2.17E-156 | 2.09E-205 |  |  |  |
|                          | MCM6     | -0.081            | -0.376 | 1.096  | -1.883 | -2.110 | -2.463 | -2.653 | -2.647 | -2.619 | MCM6   | 1.69E-01 | 2.83E-10 | 2.15E-131 | 1.17E-126 | 8.74E-173 | 9.24E-243 | 2.99E-291 | 9.99E-020 | 1.03E-249 | MCM6   | 1.69E-01 | 2.83E-10 | 2.15E-131 | 1.17E-126  | 8.74E-173 | 9.24E-243 | 2.99E-291 | 9.99E-020 | 1.03E-249 |  |  |  |
|                          | CCNB2    | 0.016             | -0.026 | -0.644 | -1.159 | -1.770 | -2.245 | -2.628 | -2.551 | -2.551 | CCNB2  | 7.89E-01 | 6.21E-01 | 1.73E-24  | 6.96E-14  | 3.33E-52  | 3.34E-89  | 1.64E-174 | 2.12E-178 | 9.19E-224 | CCNB2  | 7.89E-01 | 6.21E-01 | 1.73E-24  | 6.96E-14   | 3.33E-52  | 3.34E-89  | 1.64E-174 | 2.12E-178 | 9.19E-224 |  |  |  |
|                          | CDK1     | -0.122            | 0.102  | -0.345 | -1.417 | -2.025 | -2.917 | -2.665 | -3.540 | -2.361 | CDK1   | 5.99E-02 | 1.04E-01 | 1.90E-02  | 4.79E-21  | 3.07E-61  | 1.21E-158 | 2.30E-157 | 6.34E-242 | 1.48E-212 | CDK1   | 5.99E-02 | 1.04E-01 | 1.90E-02  | 4.79E-21   | 3.07E-61  | 1.21E-158 | 2.30E-157 | 6.34E-242 | 1.48E-212 |  |  |  |
|                          | CDC20    | 0.105             | -0.124 | -0.942 | -1.450 | -2.082 | -2.518 | -3.059 | -3.491 | -2.836 | CDC20  | 1.08E-01 | 7.37E-03 | 1.33E-81  | 1.95E-52  | 3.55E-69  | 1.04E-44  | 3.18E-144 | 0.00E+000 | 1.64E-291 | CDC20  | 1.08E-01 | 7.37E-03 | 1.33E-81  | 1.95E-52   | 3.55E-69  | 1.04E-44  | 3.18E-144 | 0.00E+000 | 1.64E-291 |  |  |  |
|                          | ANAPC4   | -0.104            | -0.110 | -0.603 | -1.344 | -0.554 | -0.230 | -0.162 | -0.043 | -0.163 | ANAPC4 | 5.06E-01 | 2.67E-01 | 3.68E-05  | 2.85E-09  | 3.94E-06  | 2.90E-01  | 1.63E-01  | 7.38E-01  | 1.05E-01  | ANAPC4 | 5.06E-01 | 2.67E-01 | 3.68E-05  | 2.85E-09   | 3.94E-06  | 2.90E-01  | 1.63E-01  | 7.38E-01  | 1.05E-01  |  |  |  |
| DNA Replication & Repair | DNA2     | -0.063            | 0.152  | -0.564 | -1.508 | -1.411 | -1.664 | -1.709 | -1.539 | -1.687 | DNA2   | 6.45E-01 | 1.81E-01 | 2.84E-04  | 1.95E-17  | 1.99E-15  | 1.87E-19  | 7.51E-25  | 1.16E-26  | 1.90E-30  | DNA2   | 6.45E-01 | 1.81E-01 | 2.84E-04  | 1.95E-17   | 1.99E-15  | 1.87E-19  | 7.51E-25  | 1.16E-26  | 1.90E-30  |  |  |  |
|                          | FEN1     | -0.102            | -0.478 | -0.920 | -1.493 | -2.054 | -2.326 | -2.154 | -2.757 | -2.198 | FEN1   | 2.38E-01 | 9.29E-01 | 2.60E-51  | 5.42E-70  | 2.37E-33  | 2.39E-162 | 9.58E-53  | 1.19E-219 | 1.40E-219 | FEN1   | 2.38E-01 | 9.29E-01 | 2.60E-51  | 5.42E-70   | 2.37E-33  | 2.39E-162 | 9.58E-53  | 1.19E-219 | 1.40E-219 |  |  |  |
|                          | LIG1     | 0.074             | -0.062 | -0.190 | -0.301 | -0.497 | -0.489 | -0.687 | -0.827 | -0.733 | LIG1   | 4.10E-01 | 5.09E-01 | 6.90E-02  | 6.19E-03  | 1.55E-06  | 2.67E-05  | 8.85E-12  | 2.02E-15  | 1.67E-08  | LIG1   | 4.10E-01 | 5.09E-01 | 6.90E-02  | 6.19E-03   | 1.55E-06  | 2.67E-05  | 8.85E-12  | 2.02E-15  | 1.67E-08  |  |  |  |
|                          | MCM2     | 0.057             | -0.032 | -0.300 | -0.801 | -1.352 | -1.652 | -1.774 | -2.090 | -2.087 | MCM2   | 5.10E-01 | 5.77E-01 | 6.13E-07  | 1.21E-23  | 5.30E-05  | 3.40E-18  | 6.51E-06  | 2.28E-143 | 2.80E-01  | MCM2   | 5.10E-01 | 5.77E-01 | 6.13E-07  | 1.21E-23   | 5.30E-05  | 3.40E-18  | 6.51E-06  | 2.28E-143 | 2.80E-01  |  |  |  |
|                          | MCM3     | 0.002             | -0.051 | -0.212 | -0.666 | -1.225 | -1.572 | -1.456 | -1.400 | -1.334 | MCM3   | 9.69E-01 | 3.83E-01 | 6.15E-06  | 2.59E-22  | 1.18E-39  | 5.64E-128 | 3.01E-08  | 2.82E-126 | 6.16E-179 | MCM3   | 9.69E-01 | 3.83E-01 | 6.15E-06  | 2.59E-22   | 1.18E-39  | 5.64E-128 | 3.01E-08  | 2.82E-126 | 6.16E-179 |  |  |  |
|                          | MCM4     | -0.034            | -0.155 | -0.457 | -1.110 | -1.624 | -2.317 | -2.058 | -2.306 | -2.068 | MCM4   | 5.13E-01 | 1.14E-04 | 6.65E-23  | 1.06E-62  | 4.64E-69  | 2.39E-232 | 1.11E-49  | 1.06E-278 | 0.00E+00  | MCM4   | 5.13E-01 | 1.14E-04 | 6.65E-23  | 1.06E-62   | 4.64E-69  | 2.39E-232 | 1.11E-49  | 1.06E-278 | 0.00E+00  |  |  |  |
|                          | MCM5     | 0.073             | -0.086 | -0.188 | -0.648 | -1.136 | -1.519 | -1.758 | -1.931 | -1.803 | MCM5   | 4.83E-01 | 3.83E-02 | 4.49E-04  | 1.16E-31  | 3.77E-05  | 1.34E-33  | 6.45E-128 | 2.17E-156 | 2.09E-205 | MCM5   | 4.83E-01 | 3.83E-02 | 4.49E-04  | 1.16E-31   | 3.77E-05  | 1.34E-33  | 6.45E-128 | 2.17E-156 | 2.09E-205 |  |  |  |
|                          | MCM6     | -0.081            | -0.376 | 1.096  | -1.883 | -2.110 | -2.463 | -2.653 | -2.647 | -2.619 | MCM6   | 1.69E-01 | 2.83E-10 | 2.15E-131 | 1.17E-126 | 8.74E-173 | 9.24E-243 | 2.99E-291 | 9.99E-020 | 1.03E-249 | MCM6   | 1.69E-01 | 2.83E-10 | 2.15E-131 | 1.17E-126  | 8.74E-173 | 9.24E-243 | 2.99E-291 | 9.99E-020 | 1.03E-249 |  |  |  |
|                          | MCM7     | 0.061             | 0.034  | 0.246  | 0.050  | -0.564 | -1.142 | -1.649 | -1.888 | -1.980 | MCM7   | 2.01E-01 | 4.98E-01 | 5.98E-06  | 2.12E-01  | 2.49E-10  | 7.55E-18  | 1.44E-194 | 1.22E-284 | 9.47E-236 | MCM7   | 2.01E-01 | 4.98E-01 | 5.98E-06  | 2.12E-01   | 2.49E-10  | 7.55E-18  | 1.44E-194 | 1.22E-284 | 9.47E-236 |  |  |  |
|                          | POLA1    | -0.048            | -0.182 | -0.444 | -0.644 | -1.143 | -1.683 | -1.396 | -1.605 | -1.509 | POLA1  | 5.72E-01 | 2.90E-02 | 1.18E-05  | 4.12E-05  | 1.33E-26  | 3.23E-45  | 1.80E-39  | 2.50E-45  | 2.76E-06  | POLA1  | 5.72E-01 | 2.90E-02 | 1.18E-05  | 4.12E-05   | 1.33E-26  | 3.23E-45  | 1.80E-39  | 2.50E-45  | 2.76E-06  |  |  |  |
| Mitochondrial Activity   | POLA2    | 0.007             | -0.098 | -0.517 | -0.881 | -1.465 | -1.602 | -1.497 | -1.844 | -1.645 | POLA2  | 9.43E-01 | 4.00E-01 | 9.46E-06  | 2.95E-07  | 5.47E-32  | 3.42E-21  | 1.40E-32  | 6.51E-37  | 3.95E-47  | POLA2  | 9.43E-01 | 4.00E-01 | 9.46E-06  | 2.95E-07   | 5.47E-32  | 3.42E-21  | 1.40E-32  | 6.51E-37  | 3.95E-47  |  |  |  |
|                          | POLE     | -0.029            | -0.339 | -0.415 | -0.647 | -0.561 | -0.680 | -0.783 | -1.023 | -0.954 | POLE   | 6.08E-01 | 1.12E-02 | 1.43E-03  | 1.60E-08  | 6.77E-05  | 6.86E-07  | 1.60E-10  | 2.03E-15  | 2.58E-14  | POLE   | 6.08E-01 | 1.12E-02 | 1.43E-03  | 1.60E-08   | 6.77E-05  | 6.86E-07  | 1.60E-10  | 2.03E-15  | 2.58E-14  |  |  |  |
|                          | POL3     | -0.253            | -0.332 | -0.757 | -1.960 | -2.503 | -2.690 | -2.285 | -2.290 | -2.290 | POL3   | 5.05E-02 | 2.88E-03 | 2.09E-08  | 1.11E-21  | 1.25E-06  | 2.62E-08  | 9.66E-31  | 8.48E-38  | 1.47E-143 | POL3   | 5.05E-02 | 2.88E-03 | 2.09E-08  | 1.11E-21   | 1.25E-06  | 2.62E-08  | 9.66E-31  | 8.48E-38  | 1.47E-143 |  |  |  |
|                          | POL3     | -0.111            | 0.012  | 0.049  | 0.045  | -0.052 | -0.508 | -0.679 | -0.724 | -0.806 | POL3   | 8.83E-01 | 8.09E-01 | 3.30E-01  | 4.66E-01  | 1.77E-01  | 6.75E-13  | 8.31E-27  | 5.87E-33  | 1.27E-42  | POL3   | 8.83E-01 | 8.09E-01 | 3.30E-01  | 4.66E-01   | 1.77E-01  | 6.75E-13  | 8.31E-27  | 5.87E-33  | 1.27E-42  |  |  |  |
|                          | PRF1     | -0.019            | -0.101 | -0.212 | -0.705 | -1.247 | -1.481 | -1.561 | -1.429 | -1.589 | PRF1   | 1.01E-01 | 5.29E-02 | 6.62E-01  | 1.2       |           |           |           |           |           |        |          |          |           |            |           |           |           |           |           |  |  |  |
|                          | PRF2     | -0.019            | -0.101 | -0.212 | -0.705 | -1.247 | -1.481 | -1.561 | -1.429 | -1.589 | PRF2   | 1.01E-01 | 5.29E-02 | 6.62E-01  | 1.2       |           |           |           |           |           |        |          |          |           |            |           |           |           |           |           |  |  |  |
|                          | PRF3     | -0.019            | -0.101 | -0.212 | -0.705 | -1.247 | -1.481 | -1.561 | -1.429 | -1.589 | PRF3   | 1.01E-01 | 5.29E-02 | 6.62E-01  | 1.2       |           |           |           |           |           |        |          |          |           |            |           |           |           |           |           |  |  |  |
|                          | PRF4     | -0.019            | -0.101 | -0.212 | -0.705 | -1.247 | -1.481 | -1.561 | -1.429 | -1.589 | PRF4   | 1.01E-01 | 5.29E-02 | 6.62E-01  | 1.2       |           |           |           |           |           |        |          |          |           |            |           |           |           |           |           |  |  |  |
|                          | PRF5     | -0.019            | -0.101 | -0.212 | -0.705 | -1.247 | -1.481 | -1.561 | -1.429 | -1.589 | PRF5   | 1.01E-01 | 5.29E-02 | 6.62E-01  | 1.2       |           |           |           |           |           |        |          |          |           |            |           |           |           |           |           |  |  |  |
|                          | PRF6     | -0.019            | -0.101 | -0.212 | -0.705 | -1.247 | -1.481 | -1.561 | -1.429 | -1.589 | PRF6   | 1.01E-01 | 5.29E-02 | 6.62E-01  | 1.2       |           |           |           |           |           |        |          |          |           |            |           |           |           |           |           |  |  |  |
| TGfB Signaling           | SMURF1   | 0.144             | 0.135  | 0.607  | 1.168  | 0.840  | 0.478  | 0.382  | 0.472  | 0.413  | SMURF1 | 1.92E-01 | 3.52E-01 | 2.94E-08  | 1.76E-06  | 5.32E-13  | 2.07E-04  | 5.78E-04  | 9.41E-06  | 1.18E-05  | SMURF1 | 1.92E-01 | 3.52E-01 | 2.94E-08  | 1.76E-06   | 5.32E-13  | 2.07E-04  | 5.78E-04  | 9.41E-06  | 1.18E-05  |  |  |  |
|                          | INHCB    | 0.322             | 2.773  | 3.894  | 2.115  | 1.260  | 0.917  | 0.377  | 0.092  | NA     | INHCB  | 3.69E-01 | 9.74E-10 | 1.08E-11  | 2.73E-04  | 1.43E-02  | 4.53E-02  | 2.17E-01  | 5.99E-01  | NA        | INHCB  | 3.69E-01 | 9.74E-10 | 1.08E-11  | 2.73E-04</ |           |           |           |           |           |  |  |  |

**Supplementary Figure 4. Summary of  $\log_2$  (fold-change) and p-values for genes included in Figure 2.** Red indicates up-regulation, blue indicates down-regulation. The tiles' yellow coloring on the right indicates significant p-values ( $p < 0.05$ ). Pathways and processes corresponding to those mentioned in Figure 2 are listed in the first column.

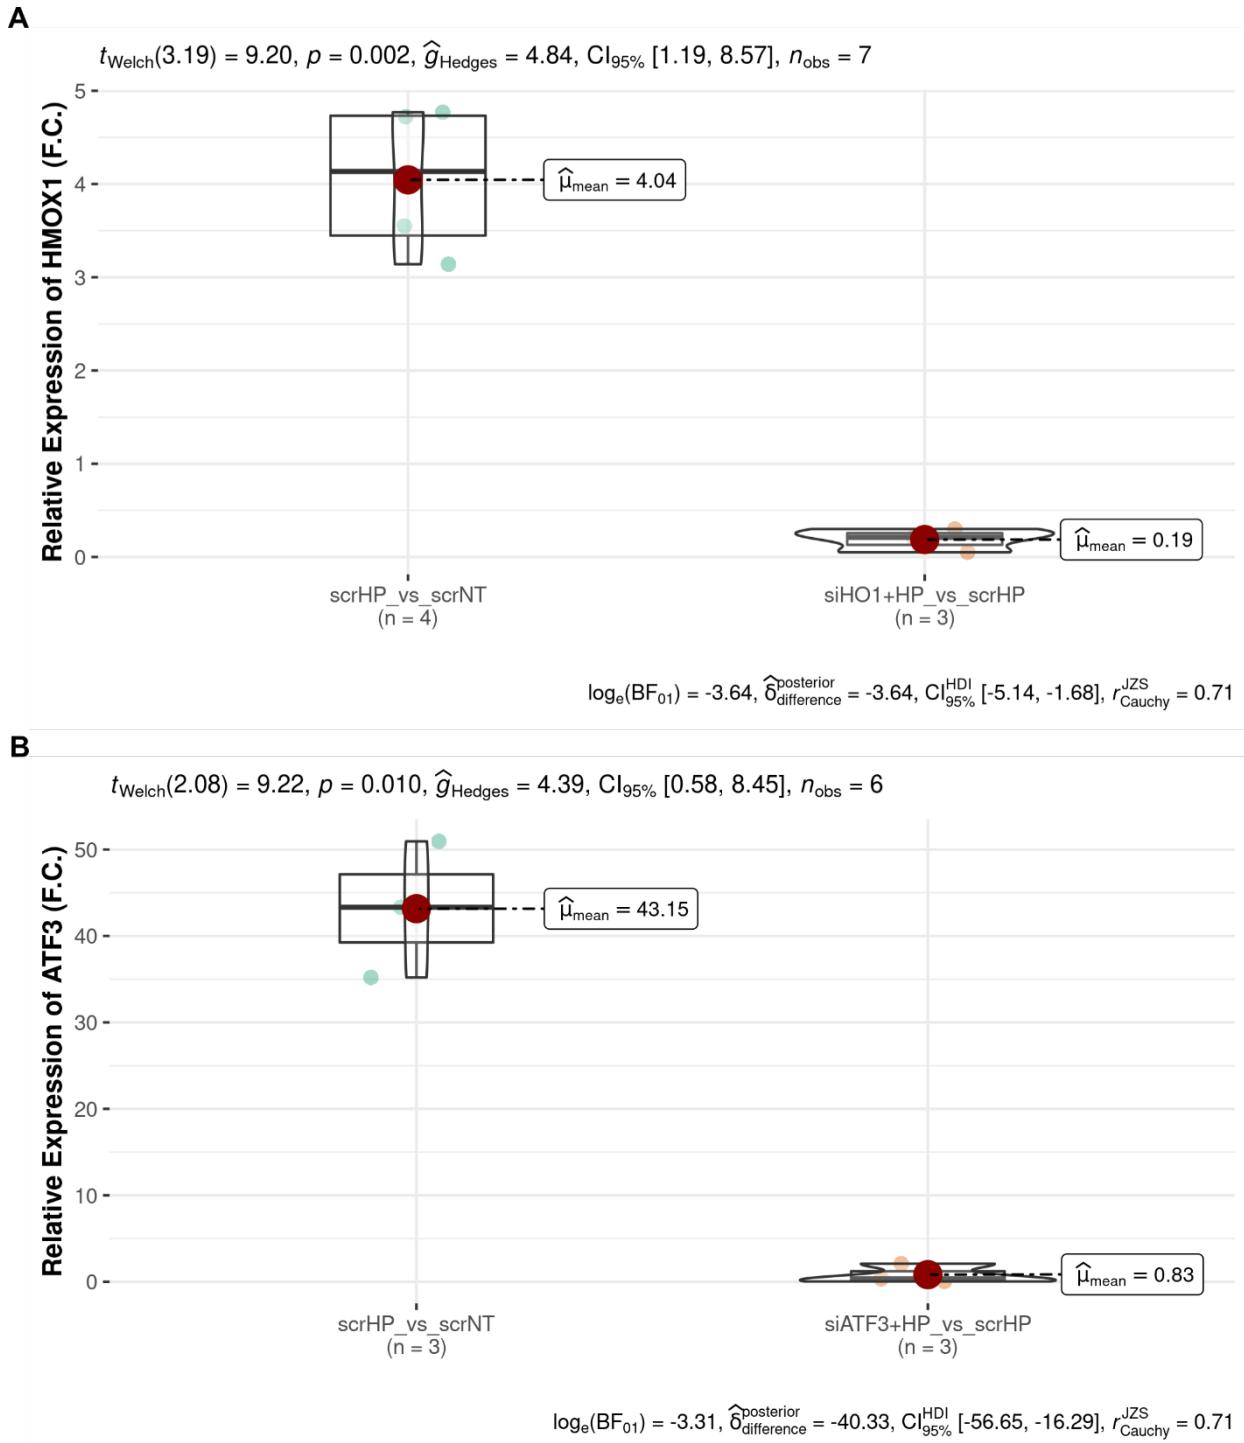

**Supplementary Figure 5. Statistical analysis and plotting of HMOX1 and ATF3 knockdown under HP treatment.** Frequentist analysis is shown on the top of the panel, and the  $\log_e$  ratio of the Bayes factor, i.e., the ratio of the likelihood of null hypothesis ( $H_0$ ) over the alternate hypothesis ( $H_1$ ), is shown at the bottom. Both genes show a significant decrease in their expression upon their knockdown under HP treatment with a very strong effect size ( $\hat{g} > 2$ ) and strong evidence for  $H_1$  ( $\text{BF} > 25$ ).

# Supplementary Material

|  |  | Log2(Fold-Change) |    |    |    |    |     |     |     |     |  | siHMOX1+HP vs. scrHP |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|--|--|-------------------|----|----|----|----|-----|-----|-----|-----|--|----------------------|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|--|
|  |  | 1h                | 2h | 4h | 6h | 8h | 10h | 12h | 14h | 16h |  |                      |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |

**Supplementary Figure 6. Summary of log<sub>2</sub> (fold-change) and p-values for genes included in Figure 5.** Red indicates up-regulation, blue indicates down-regulation. The tiles' yellow coloring on the right indicates significant p-values ( $p < 0.05$ ). Cellular locations mentioned in FIG 5 are listed in the first column.

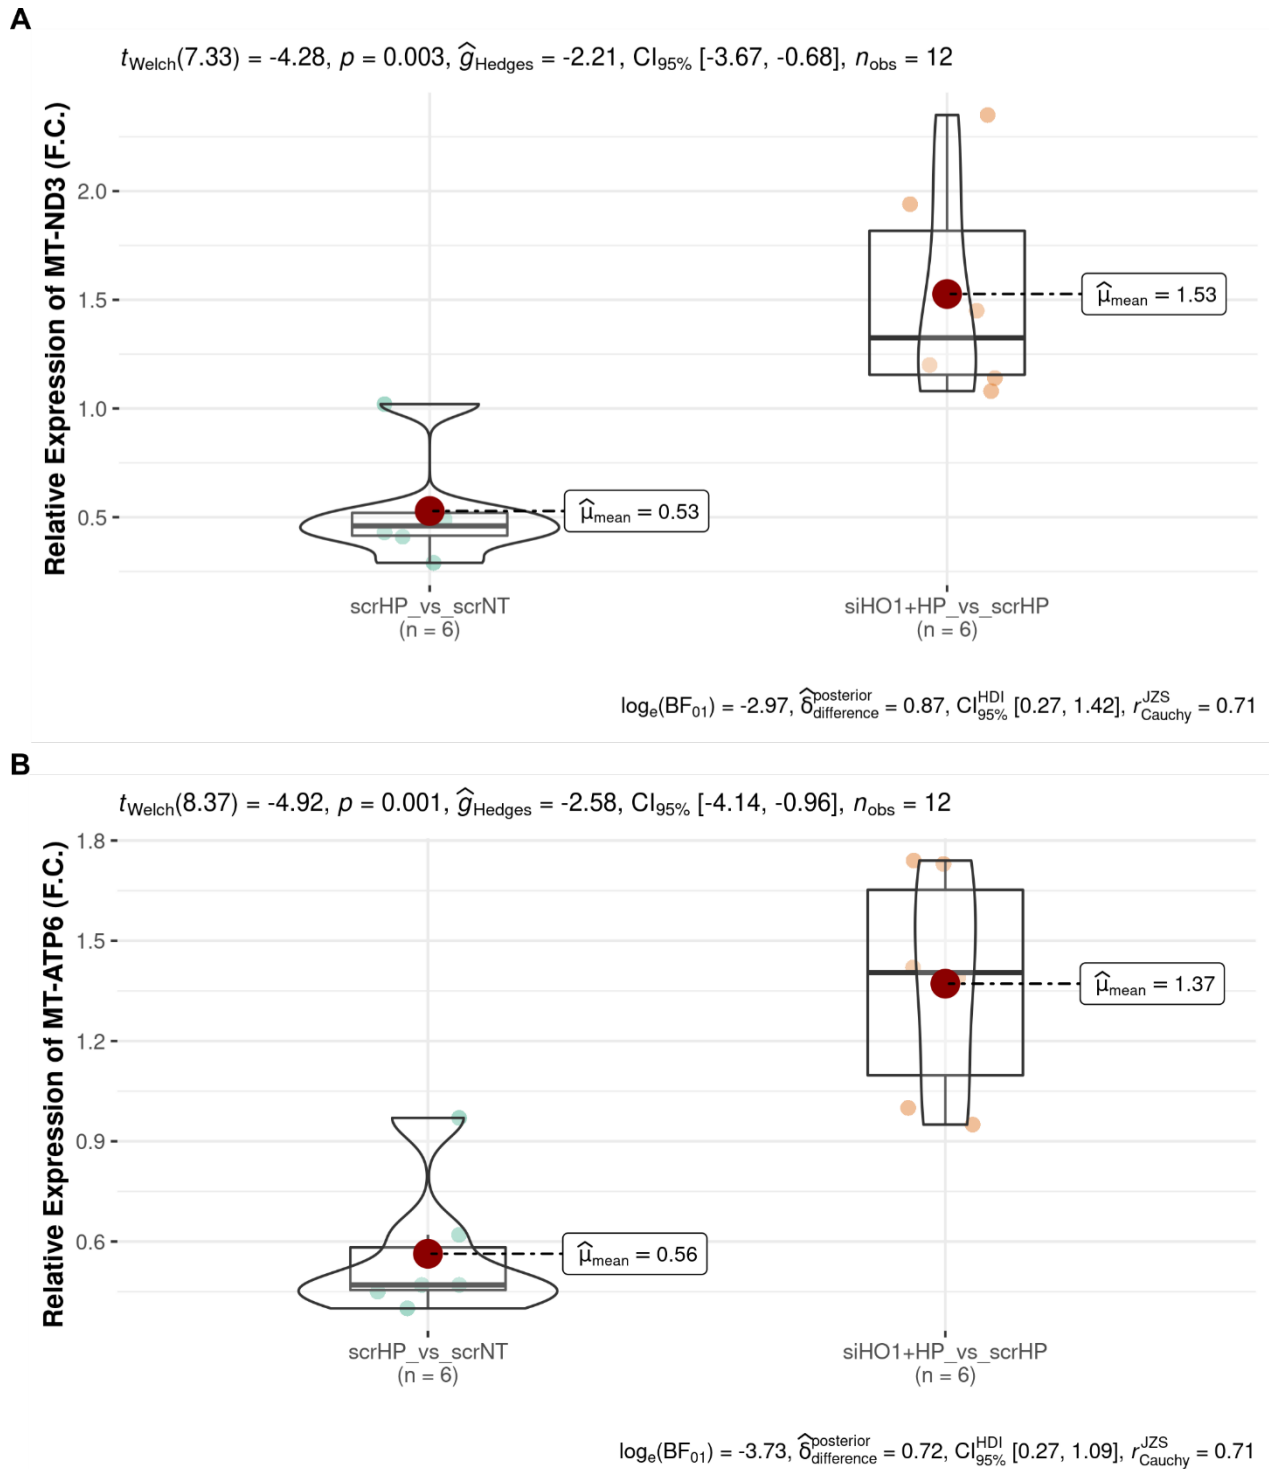

**Supplementary Figure 7. Statistical analysis and graphing of mitochondrial transcripts following HMOX1 KD.** Both mitochondrial ETC genes are significantly upregulated ( $p < 0.003$ ) following HMOX1 KD upon HP treatment with a strong effect size ( $\hat{g} > 2$ ) and a strong likelihood for the  $H_1$  ( $\text{BF}_{01} > 10$ ).

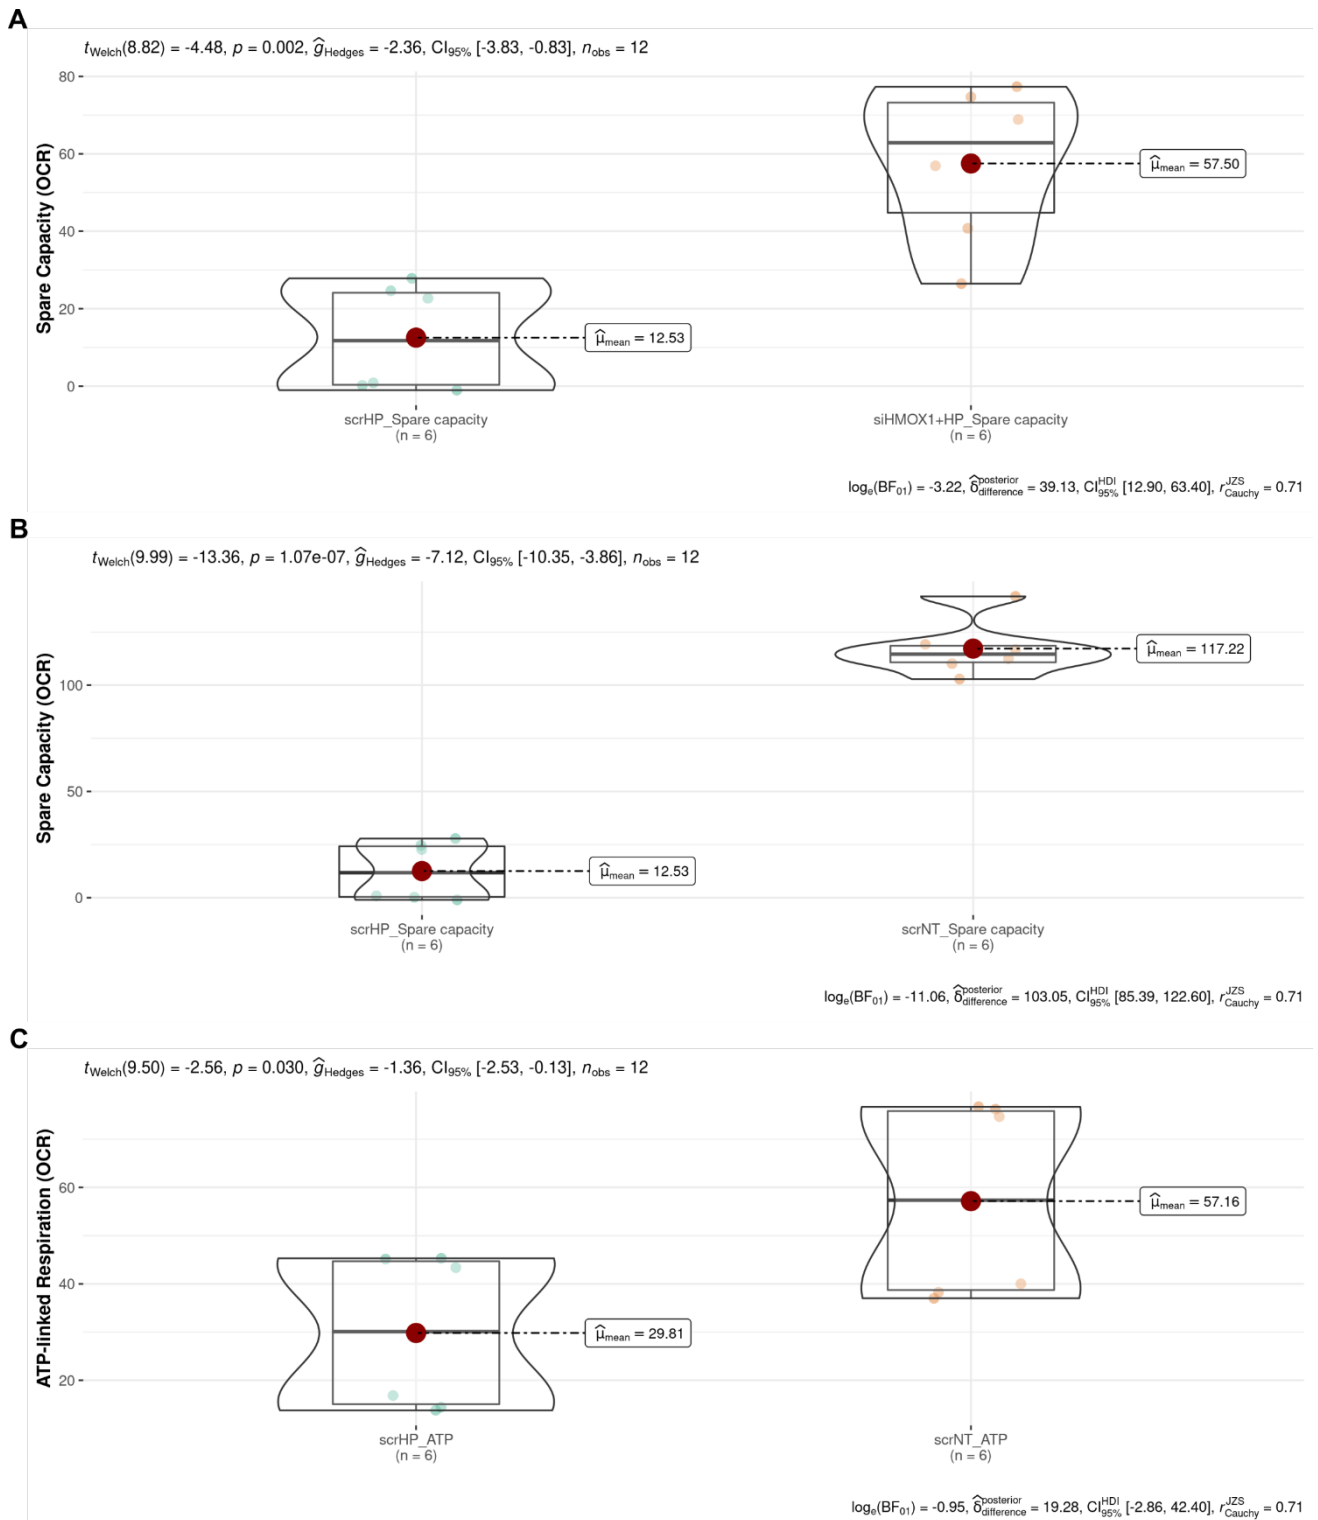

**Supplementary Figure S8. Mitochondrial respiratory capacity measurements. A-B:** The spare capacity (respiratory reserve) is significantly different among scrNT vs. scrHP and scrHP vs. siHOX1+HP groups with very strong effect size ( $\hat{g} > 2$ ). **C.** There is a significant decrease ( $p = 0.03$ ) in ATP production upon HP treatment in scrambled group, with moderate effect size.

**A**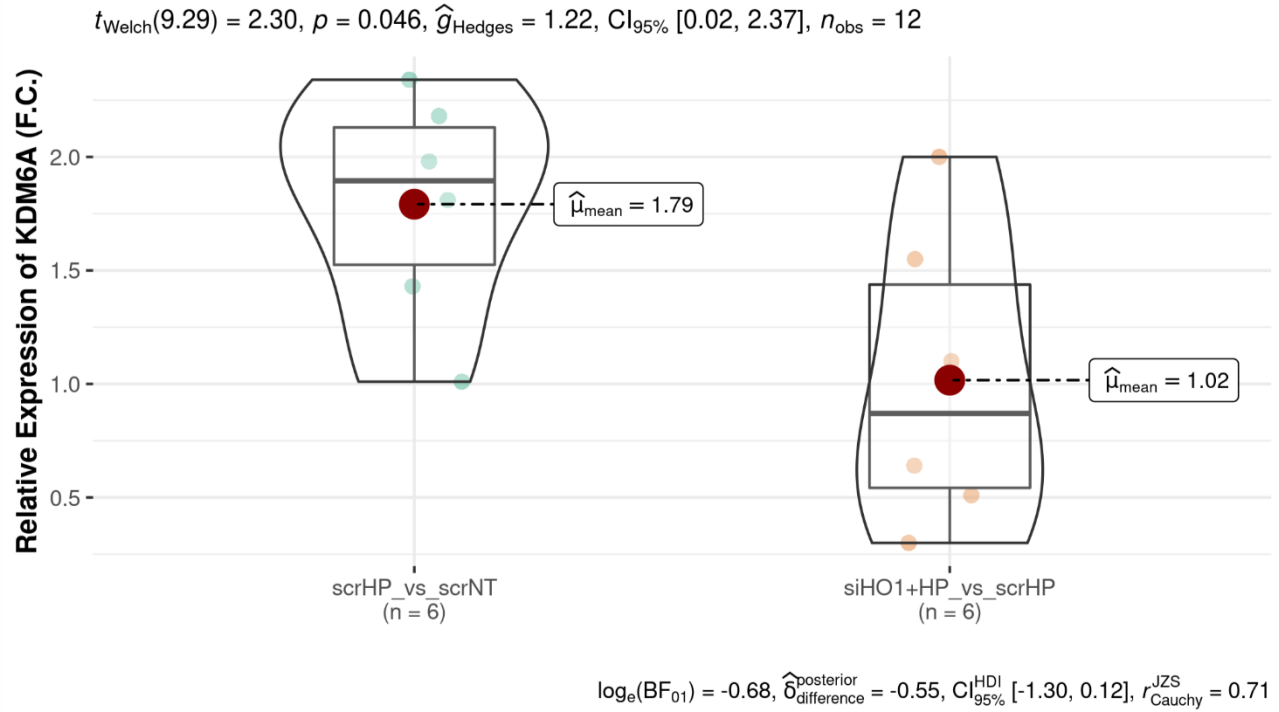**B**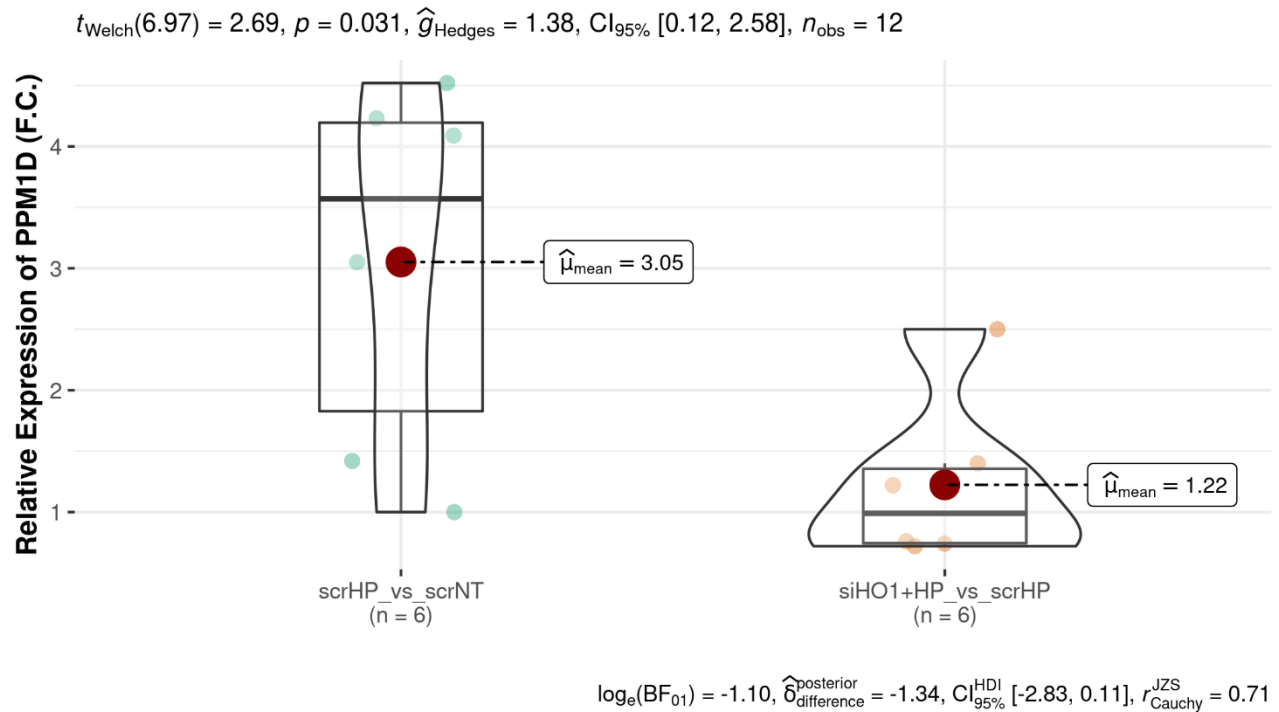

**Supplementary Figure 9. Statistic analysis of epigenetic modifiers following HMOX1 KD under hydrogen peroxide treatment.** Both epigenetic modifiers have switched their direction of expression with significant p-value with moderate effect size and mild evidence for  $H_1$ .

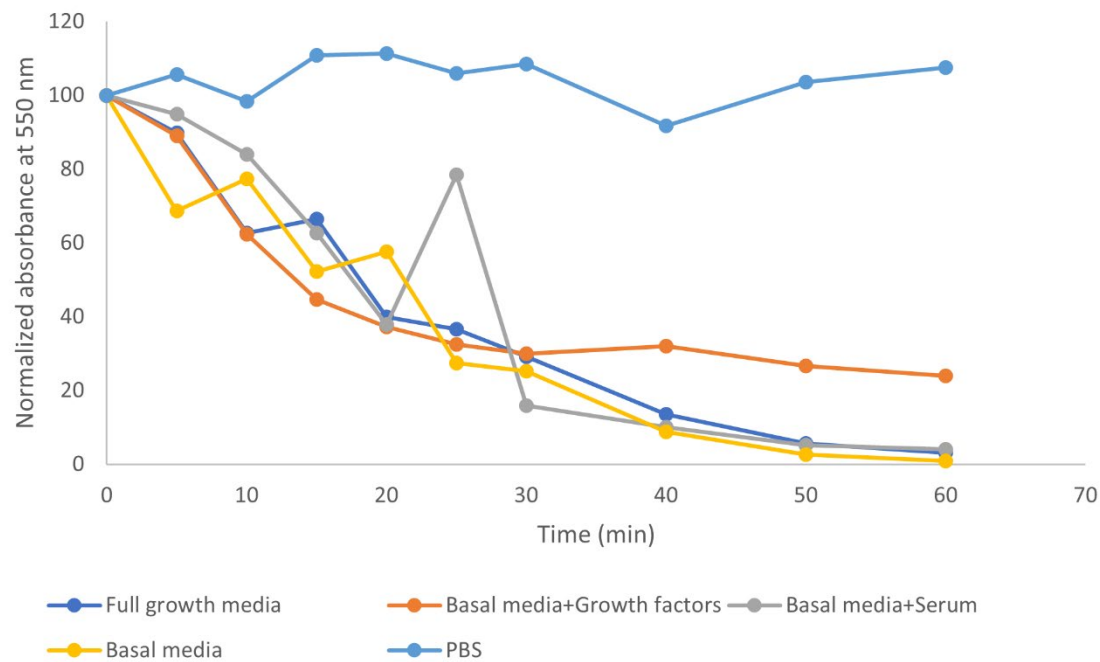

**Supplementary Figure 10. Temporal stability of hydrogen peroxide in different media compositions.** The biochemical stability of 100  $\mu$ M HP was plotted as a normalized absorbance with time. The absorbance values indicate the amount of HP in the media. In full growth media (light blue line), HP is reduced drastically with time (<50% in 20 min) and disappears in about 60 min. A similar trend was observed for other media solutions except for PBS, where HP is stable over the tested period. In general, the rate of HP clearance depends on cell type, passage number, culture conditions like cell density, media volume, media type, etc.<sup>92</sup> In the case of primary HUVECs, the rate of HP clearance depends on several factors, including race, gender, age, and clinical profile (smoking status, environmental exposures, underlying health) of the EC donors in addition to the culture conditions. We believe a single bolus of 0.5 mM HP induction perturbs the cell and places it at the junction of cell survival and death and serves as a model to study both early and late phase OSR.

How the deposited data were processed for this re-analysis (not part of the article)

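Pooled HUVECs were studied in 2 experiments. In the time course, cells were sampled at 0 h without HP and at 9 time points from 1 h to 16 h after 0.5 mM HP, with 2 libraries per time point. In the knockdown experiment, 2 libraries each were made of cells with scrambled siRNA (scrNT), with scrambled siRNA and HP (scrHP) and with siRNA against HMOX1 and HP (siHMOX1+HP). The conditions were taken from the sample labels, and the columns of the tables were matched to them by the titles and hours in the column names. The HP dose of the knockdown libraries was taken from the paper's methods.

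The authors aligned single-end reads with OSA2, counted them on the genes of Ensembl release 66 and deposited the resulting gene counts without normalization. Each of the 2 tables has 56299 gene rows. In the time course, between 13223097 and 22119013 reads per library were counted, and in the knockdown experiment between 13570458 and 25821827. Of the rows, 46802 took their symbol from a table of gene names and 236 more from GENCODE release 29, and 9261 were kept under their Ensembl ID. The named rows held 99.23% of the counts in the time course and 98.57% in the knockdown experiment. Of 171 gene symbols read from the paper, 169 were matched to an ID, and 2 of these through an older symbol. Whether the counting used the strand of the reads was not found in the methods.

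Each table was fitted alone with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filter filterByExpr by group, and quasi-likelihood tests. This left 16259 genes in the time course, 15820 in the knockdown experiment and 15161 in both. Each time point was compared with 0 h. The knockdown groups were compared as scrHP against scrNT, siHMOX1+HP against scrHP and siHMOX1+HP against scrNT. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Numbers of differentially expressed genes use the paper's limits, an unadjusted p under 0.01 and a fold change over 1.3. Genes shared by 3 comparisons use an unadjusted p under 0.05 and no limit on the fold change. Single genes use a Benjamini-Hochberg adjusted p under 0.05 over all genes tested in that comparison, and for a list of genes also over the list alone. A fold change against a group whose libraries all hold 3 counts or fewer is given as a lower bound against that floor. The HP effect in the untransfected cells at 6 h was set against that in the transfected cells by an interaction term over the 8 libraries of 0 h, 6 h, scrNT and scrHP. Clusters and principal components use log2 CPM with a prior count of 2. Families of genes were compared by Fisher's exact test with Benjamini-Hochberg adjustment over the families. Tables were prepared and figures drawn with Python 3.11.15.

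The genes named are those in the text and in Figures 2, 3, 4B and 5 of the paper. Added to these are the 3 genes with the largest rise and the 3 with the largest fall at 1 h, in scrHP against scrNT and in siHMOX1+HP against scrHP. These were taken among genes past the adjusted p of 0.05, with a mean log2 CPM of at least 1 and both libraries of a group above both of the other.

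The tests were tried on simulated counts, drawn from the real means and library sizes with 200 genes changed by known fold changes. In the time course, edgeR called 181 of the 200 genes (90.5%) at 6 h and 5 unchanged genes, among 15755 tested. In the knockdown experiment it called 183 (91.5%) and 16 unchanged genes, among 15540. All 200 changed genes had the right sign in each. For the genes that switched direction, knockdown libraries were simulated 20 times with no knockdown effect and 20 times with the observed effects shuffled among genes of similar abundance.

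The alternatives tried were DESeq2's size factors or no scaling factors in edgeR's fit, no filter on low counts, a fit of the groups compared only, DESeq2 1.42.0 with its Wald test, the replicate number as a block in the time course, other limits for calling genes, other linkages, distances and genes for the clusters, another background and gene set for the families, and each library left out in turn. A split of the scrHP libraries over all genes, a fit of protein-coding rows only and an order of the genes of Figure 3B by the average of their fold changes were chosen after the data had been seen. The qPCR, protein, imaging and respiration data were not analysed here, and the KEGG, GO and TRANSFAC collections were not used here.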

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

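The tests of a weaker HP effect were chosen only after the result was seen, and the test of small RNA after the rise of the mitochondrial rRNA was seen.

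The effect of HP at 6 h differed between the untransfected cells of the time course and the cells transfected with scrambled siRNA. An interaction term, which the paper does not test, passed an adjusted p of 0.05 in 1962 of 15161 genes, in 1944 with DESeq2's size factors and in 1614 with DESeq2's Wald test. Of the 1962 genes, 638 had opposite signs in the experiments, 1228 had a larger effect in the untransfected cells and 96 a larger effect in the transfected cells. Over all genes, not chosen by the interaction, 4151 passed an adjusted p of 0.05 in each experiment, and 132 of them (3.18%) had opposite signs. An adjusted p of 0.05 limits false calls within a comparison and sets no share of opposite signs for genes called in both experiments. The 4151 genes also include genes without an interaction. Their share of opposite signs therefore cannot decide whether a weaker HP effect of the same kind in the transfected cells explains the interactions. An earlier test, on the genes with an interaction, was dropped for this one. Of those genes, 1094 had an unadjusted p under 0.05 in each experiment. Opposite signs were found in 224 of these, 11.4% of the 1962. This argues against a weaker effect as the whole explanation, although a choice by the interaction favours opposite signs. For the other genes a weaker effect remains a candidate. Another time of the same response cannot be told apart from 6 h. Across genes, the effect in the transfected cells had a correlation of 0.572 with 6 h and 0.562 with 8 h, and the ranges with single time course libraries left out overlap (0.523 to 0.538 and 0.504 to 0.527). Transfection, sequencing site, library preparation and lane all change with the experiment, so that none of them can be told apart from the others.

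A signal in genes outside those the paper discusses was found in the mitochondrial rRNA genes. The summed share of MT-RNR1 and MT-RNR2 in the counts rose from 0 h to 6 h by a log2 ratio of 2.281 and to 16 h by 2.392, while the mitochondrially encoded mRNAs changed by -1.221 and -2.068. Both libraries of each time point from 2 h on lay above both 0 h libraries, and both libraries at 1 h lay below them. Carry-over of the RNA that sets scrNT 2 apart was tested by the 26 rows that mark it there. These changed by a log2 ratio of -0.074 at 6 h and -0.445 at 16 h, which argues against it. The kind of RNA in these rows is not known, so that they do not exclude carry-over of other RNA without a poly(A) tail. Rows annotated as nuclear rRNA, small nuclear RNA and related kinds rose by a log2 ratio of 1.394 at 6 h. The 2 libraries at 6 h held 11.12 and 35.17 CPM in them, against 9.759 and 7.852 CPM at 0 h. From 2 h to 10 h these rows lay above both 0 h libraries in both libraries of each time point, with 11.08 to 35.17 CPM. At 12 and 14 h they held 7.959 to 8.876 CPM, inside the range of 0 h, and at 16 h they changed by a log2 ratio of -0.307, while the mitochondrial rRNA was high at these time points too. Carry-over of such RNA cannot be told apart from the other explanations, since these rows hold few counts, reads of polyadenylated RNA around them can enter them, and the time points point both ways. It remains open. The demand that both libraries show the rise was made after these values were seen. A change in the polyadenylation or stability of the rRNA remains open and was not tested, as do reads shared with nuclear copies of mitochondrial sequence.

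The 2 scrNT libraries differed more than those of the other 12 pairs, in rows that the paper does not discuss. The 26 rows that were at least 10 times higher in scrNT 2 than in scrNT 1 held 49550 CPM in scrNT 2 and 584.4 CPM in scrNT 1, and between 247.2 and 1038 CPM in the other 24 libraries. Over all rows the chi-square per degree of freedom was 82.24 for this pair. Over protein-coding rows it was 4.983, inside the range of the other pairs, so that the difference lay in the non-coding rows and in those without a current annotation. By the paper's Supplementary Figure 2B, 68.8% of the reads of this library were uniquely mapped. RNA of another kind carried into this library fits these values. Whether it came from the RNA or from the library preparation cannot be read from the counts. Both libraries share a condition, so no biological explanation was tested.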

How the results depend on the processing

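Of 1033 values of named genes under the alternatives other than leaving out libraries, 996 kept their direction and their side of the threshold, 14 were weaker, 13 stronger and 10 changed sign. All 65 counts over lists of genes stayed within 1.5 times their main value. The 10 changes of sign were in values close to 0. MT-CO1 in siHMOX1+HP against scrHP went from -0.02 to 0.02 with DESeq2's size factors, 0 without the filter on low counts, 0.014 in a fit of the pair of groups alone and 0.019 with DESeq2's Wald test. BAK1 at 4 h went to -0.019 with no scaling factors. NFKB1 at 16 h went to 0.019 with no scaling factors and 0.003 without the filter. MAP1LC3A at 2 h went to 0.011 with no scaling factors, 0.003 without the filter and 0.005 in a fit of the pair of groups alone. The cause was not tested.

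The number of genes called at 1 h was 529 without the filter on low counts, where 37540 genes were tested, 534 at an unadjusted p under 0.05 with the same fold change, and 91 at an adjusted p under 0.05. At other time points, the counts stayed within 1.5 times the main value under the alternatives of normalization, filter and test, at an adjusted p under 0.05 and at an unadjusted p under 0.05 with the same fold change. At an unadjusted p under 0.05 with no limit on the fold change, the limit used for shared genes, the count was over 1.5 times the main value with 714 genes at 1 h, 4290 at 2 h, 8547 at 8 h, 7852 at 10 h, 6857 at 12 h, 7445 at 14 h and 6472 at 16 h, and with 7404 in scrHP against scrNT, 8772 in siHMOX1+HP against scrHP and 9933 in siHMOX1+HP against scrNT. At an adjusted p under 0.05 with no limit on the fold change, 5879 genes were called in scrHP against scrNT and 7784 in siHMOX1+HP against scrHP. A looser or stricter limit changes these counts by its construction. Leaving out a library leaves a group with 1 library, so that no counts of called genes were made that way.

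With a p under 0.01 and a fold change over 1.3, 1007 genes were shared and 532 switched, or 52.83%. Under the other alternatives the share lay between 49.31% and 51.64%. With single libraries left out, or a single scrHP library in each comparison, the share over the genes already chosen was 50%. The genes had been chosen by p in the same libraries, so that this says nothing about stability. Over all 15161 genes, without any choice by p, 53.18% had opposite signs in scrHP against scrNT and siHMOX1+HP against scrHP (correlation -0.0159), and 51.69% (0.0354) and 50.88% (0.079) with a different scrHP library in each comparison, an alternative chosen after the data had been seen. This alternative removes the shared libraries and also leaves 1 scrHP library in each comparison, so that the fall is not assigned to either.

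With the shared genes as background, the adjusted p of the cytosolic ribosome was 0.109, with 7 of its members in that background, and 1 family passed the threshold in place of 2. With single libraries left out, the log2 fold change of HMOX1 at 6 h ranged from 3.977 to 4.145. Among 191 values of named genes, none of the 159 past the threshold changed sign when single libraries were left out, and 6 others did. Of the 159, 10 moved by over 1.5 times when 1 library was left out. ENSG00000251701 in scrHP against scrNT kept its sign but went from -5.59 to -0.18 without scrNT 2. FOS at 6 h went from -1.44 to -0.93, GADD45A at 1 h from 0.60 to 0.36, CDK1 at 4 h from -0.35 to -0.60, MCM7 at 4 h from 0.25 to 0.15, MAP1LC3A at 4 h from 0.66 to 0.40 and SMAD6 at 10 h from -0.95 to -0.55. ATF3 in siHMOX1+HP against scrHP went from -0.27 to -0.18, PPM1D there from -0.28 to -0.18, and MT-ND3 in siHMOX1+HP against scrNT from -0.34 to -0.17.

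The replicate numbers of the time course do not pair its libraries. The differences between replicates 1 and 2 had correlations across genes from -0.546 to 0.421 between time points, with a median of -0.024. With the replicate number as a block, between 219 genes at 1 h and 6037 at 6 h were called, and this changed none of 113 calls of named genes. The knockdown libraries carry no number shared between groups. With 2 libraries per group, a gene without a call is not shown to be unchanged.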

Differences from the paper's values

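By RNA-seq, HMOX1 was 8.62 times higher in scrHP than in scrNT, against about 4.0 in the paper's Supplementary Figure 5, read by eye, which was measured by qPCR. None of the alternatives set before the data were examined closed the gap.

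Of 161 log2 fold changes of 18 genes in the paper's Supplementary Figure 4, 146 lay within the replicate SD of the values found here, 13 lay further apart with the same sign and 2 had the other sign. For CCNE1 at 16 h the paper gives 0.908, against -0.907 here. For MCM6 the paper gives -0.081 at 1 h (-0.01 here), -0.376 at 2 h (-0.071), 1.096 at 4 h (-0.564), -1.883 at 6 h (-1.286), -2.463 at 10 h (-2.368), -2.653 at 12 h (-1.923), -2.647 at 14 h (-2.037) and -2.619 at 16 h (-1.769). At 14 h the paper gives -2.551 for CCNB2 (-2.861 here), -1.539 for DNA2 (-1.98) and -2.757 for FEN1 (-2.752). None of the alternatives set before the data were examined closed the gap for these values of CCNE1, MCM6, CCNB2, DNA2 and FEN1. The paper's values were read from the text of a PDF and not checked against an image, so that errors of reading are not excluded. CCNE1 at 16 h differs in its sign alone, and the MCM6 values at 1, 2, 6 and 8 h lie close to those found here for CCNB1 (-0.079, -0.378, -1.879 and -2.096). Both values with the other sign and 7 of the 13 others are in the CCNE1 and MCM6 lines. For MCM4 at 14 h the paper gives -2.306, against -2.38 here and -2.328 with no scaling factors, the only alternative that fell within the error. For MCM7 at 6 h the paper gives 0.050, against 0.074 here, 0.056 with DESeq2's size factors and with DESeq2's Wald test, and 0.044 without the filter on low counts; the other alternatives did not close the gap. For MCM7 at 14 h the paper gives -1.888, against -1.866 here, -1.877 with DESeq2's size factors and with its Wald test, and -1.885 in a fit of the pair of groups alone; the other alternatives did not close the gap.

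Figure 3B ranks its genes by the average fold change over the time points, with HMOX1 after ATF3 and PTGS2. By the average of the log2 fold changes found here, HMOX1 came after ATF3, IL11, PTGS2, VIP and COL7A1, and also by the average of the fold changes, an alternative chosen after the data had been seen.

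Some directions that the paper states were not found in the time course at the adjusted p of 0.05 over all genes tested. Adjusted over their lists alone, MT-ATP6 and MT-ND4 at 1 h, BCL2L1 at 2 h (lower), SMAD6 at 8 h, BAX, NFKB1, NFKBIB and NOS3 at 14 h, and BIRC2 at 16 h passed. The paper has mitochondrial transcripts lower at all time points, and MT-ATP6 did not pass at 1 h (-0.50) or 2 h (-0.03), although it passed at 1 h with DESeq2's Wald test, in a fit of the pair of groups alone and without the filter on low counts. MT-ND4 did not pass at 1 h, except without the filter. At 2 h, 4 of the 9 listed passed. It has LC3A and PIK3C3 higher from 2 h on, and PIK3C3 was -0.30 at 2 h and -0.03 at 4 h, and MAP1LC3A -0.002 at 2 h. BAK1 was -0.39 at 2 h. SMAD6 was 0.56 at 8 h, where it passed without the filter, and -0.95 at 10 h. BCL2L1 was -0.21 at 2 h. CASP8 was 0.19 at 12 h and TRADD 0.30 at 16 h. MCM7 was 0.25 at 4 h. NFKBIB passed from 4 h to 10 h, and RELA and NFKB1 from 6 h to 10 h. With no scaling factors, NFKBIB and NFKB1 also passed at 14 h and RELA at 12 h. NOS3, which the paper has lower throughout, passed from 4 h to 8 h. It passed at 14 h without the filter, in a fit of the pair of groups alone and with DESeq2's Wald test, and at 16 h in the fit of the pair alone. BAX did not pass at 14 h, except with no scaling factors and in a fit of the pair of groups, and BIRC2 not at 12 h, nor at 16 h except without the filter and in such a fit. ATG4C was also lower at 14 h (-0.49).

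The paper states that genes of inflammation, autophagy, transcription, ER stress, antioxidant response and cell cycle switched direction after the knockdown. Among the genes of Figure 4B, CDKN1A was 0.15, CDKN2B 1.54, C9 1.40 and MCM4 -0.42 after the knockdown, in the same direction as with HP. Figure 4B also draws C9 and CDKN2B as higher after the knockdown. C1S (0.12), CAT (-0.12), PRDX3 (-0.05), SQSTM1 (-0.11), FOXO1 (-0.22), MTF1 (-0.15) and ETV1 (0.18) did not pass the threshold after the knockdown, and IL1B and BECN1 did not with HP. FOXO1 passed with no scaling factors, without the filter and in a fit of the pair of groups alone. The paper has mitochondrial transcripts of the respiratory chain higher with HP in knockdown cells. Against scrHP, the control for the knockdown in the paper's methods, 12 of the 13 were higher in siHMOX1+HP, and against scrNT 11 of the 13 were lower. The paper has KDM6A and PPM1D lower with HP in knockdown cells. Both were lower than in scrHP, and against scrNT KDM6A was 0.86 and PPM1D 2.34.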

Other observations

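The test of the lane was chosen only after the result was seen.

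About 50% of the genes shared by 6 h against 0 h, scrHP against scrNT and siHMOX1+HP against scrHP switched direction after the knockdown. Chance deviations of the scrHP libraries, which enter both knockdown comparisons, gave a median of 134 switched genes in 20 simulated draws, against 1698 observed. This argues against them as the main cause of the number of switched genes. The share of switched genes in these draws had a median of 56%, above the observed 50%, so that the share alone does not exclude them. Knockdown effects shuffled among genes gave at most 48.7% in 20 draws, below the observed 50%, so that effects wholly unrelated to the direction of the HP effect do not give the observed share. The excess over their median of 46.7% is small. Where no library is shared, between 6 h against 0 h and siHMOX1+HP against scrHP, the share of opposite signs was 47.8%, below the 49.66% of unrelated signs, and over all genes the correlation was 0.0952. The shares of switched genes that returned to the level of scrNT or went past it were close to those of the shuffled draws. These values leave open whether the knockdown opposes the HP effect over the whole transcriptome. Without a group with siRNA against HMOX1 and no HP, an effect of the siRNA that does not depend on HP cannot be separated from an effect on the response to HP. With a single siRNA sequence, effects of that sequence on other genes cannot be separated from the loss of HMOX1.

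The libraries of 8 to 16 h were run in another lane than those of 0 to 6 h. The step from 6 h to 8 h, across lanes, changed 1995 genes, between the 3238 from 4 h to 6 h and the 1679 from 8 h to 10 h. From the step of 2 h to 4 h to that of 12 h to 14 h each step changed fewer genes than the one before, so that this number neither shows nor excludes a part of the lane. By Euclidean distance and complete linkage the 8 h libraries joined those of 4 h and 6 h, and by average linkage those of 10 to 16 h. For the difference of 8 to 16 h from 0 to 6 h, lane and time cannot be told apart, since no time point was run in both lanes.

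The read totals in the paper's Supplementary Figure 2A were set against the summed gene counts of the libraries of the same label. The ratio of counts to reads ranged from 0.608 to 1.26 in the time course, with 6 of 20 libraries above 1 and a correlation of 0.1641. With each total set against the next time point, and the last against 0 h, the ratios ranged from 0.889 to 0.928 and the correlation was 0.9973. In the knockdown experiment, the ratios ranged from 0.726 to 0.93 as labelled. The totals alone do not tell whether the order in the figure or the labels of the libraries are shifted. If the labels are, the time course values belong to other hours than stated, and the libraries labelled 0 h are those of 16 h. HMOX1 was lowest in the libraries labelled 0 h, at 75.2 and 69.6 CPM, against 464 and 450 CPM in those labelled 16 h. Their mitochondrially encoded mRNAs were the highest of the time course, at 40140 and 33720 CPM. All 10 transcription factor genes of Figure 3A were higher in the libraries labelled 1 h, which would then be untreated. These values argue against shifted labels. The libraries were used as labelled.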
